# ACE Inhibition with Captopril Retards the Development of Signs of Neurodegeneration in an Animal Model of Alzheimer’s Disease

**DOI:** 10.3390/ijms140816917

**Published:** 2013-08-16

**Authors:** Said AbdAlla, Andreas Langer, Xuebin Fu, Ursula Quitterer

**Keywords:** Alzheimer’s disease, amyloid precursor protein, angiotensin-converting enzyme, AT1 receptor, captopril, neurodegeneration, Tg2576 mouse model

## Abstract

Increased generation of reactive oxygen species (ROS) is a significant pathological feature in the brains of patients with Alzheimer’s disease (AD). Experimental evidence indicates that inhibition of brain ROS could be beneficial in slowing the neurodegenerative process triggered by amyloid-beta (Abeta) aggregates. The angiotensin II AT1 receptor is a significant source of brain ROS, and AD patients have an increased brain angiotensin-converting enzyme (ACE) level, which could account for an excessive angiotensin-dependent AT1-induced ROS generation. Therefore, we analyzed the impact of ACE inhibition on signs of neurodegeneration of aged Tg2576 mice as a transgenic animal model of AD. Whole genome microarray gene expression profiling and biochemical analyses demonstrated that the centrally active ACE inhibitor captopril normalized the excessive hippocampal ACE activity of AD mice. Concomitantly, the development of signs of neurodegeneration was retarded by six months of captopril treatment. The neuroprotective profile triggered by captopril was accompanied by reduced amyloidogenic processing of the amyloid precursor protein (APP), and decreased hippocampal ROS, which is known to enhance Abeta generation by increased activation of beta- and gamma-secretases. Taken together, our data present strong evidence that ACE inhibition with a widely used cardiovascular drug could interfere with Abeta-dependent neurodegeneration.

## 1. Introduction

Alzheimer’s disease (AD) is the most common form of dementia in the elderly population. The number of patients affected by AD worldwide is expected to grow substantially in the coming years due to increasing life expectancy [1]. However, available treatment options for AD are limited and ineffective to modify disease progression [2]. Research efforts of drug development aim to target major pathological features of AD, *i.e.*, the deposition of extracellular senile plaques of aggregated amyloid-beta (Aβ), and the formation of neurofibrillary tangles of aggregated hyperphosphorylated tau protein [2]. Neuropathological hallmarks of AD are considered to contribute synergistically to the process of cognitive decline and neurodegeneration [3].

Increased generation of reactive oxygen species (ROS) in the brain of AD patients is a direct consequence of Aβ-induced toxicity, which is triggered by the amyloidogenic processing of the amyloid precursor protein (APP) by sequential β-secretase and γ-secretase cleavage [4,5]. Increased oxidative stress promotes oxidative damage to proteins, lipids, DNA and RNA, all of which seem to contribute to neuronal dysfunction culminating finally in neuronal damage and cognitive impairment [6]. While Aβ contributes to the generation of ROS in AD brain, the increased oxidative stress could trigger a vicious cycle of ROS-dependent enhancement of APP cleavage, Aβ oligomerization and memory loss [7,8]. From those data, treatment strategies that combat enhanced ROS generation in mitochondria and cytosol appear as a promising approach in AD treatment [9–12].

By stimulation of the AT1 receptor, angiotensin II is a major contributor to cellular ROS generation [13–15]. Angiotensin II-dependent ROS generation is also active in neurons and brain, and plays a fundamental role in angiotensin II-dependent actions in the central nervous system [16–18]. In addition to the AT1 receptor, angiotensin II also activates the AT2 receptor, which could exert neuroprotection [19]. However, neuroprotective AT2 receptor activation appears to be compromised in the brain of AD patients by AD-related AT2 protein aggregation resulting in dysfunctional AT2 protein oligomers, which could enhance neurodegeneration [20,21].

The brain has a fully functional angiotensin system that mediates local generation of angiotensin II by the angiotensin-converting enzyme, ACE [22]. The ACE gene is a candidate gene, which could influence AD risk [23]. In addition, some studies found that AD patients have a higher frequency of the ACE gene D/D genotype, and the D-allele is associated with an increased serum ACE level, and predisposes to amnestic mild cognitive impairment [24,25]. In agreement with a putative role of ACE in AD pathogenesis, ACE protein level and activity were found increased in the brain of AD patients [26–28].

Despite the association of ACE with AD pathology, the role of ACE in AD is not clear because experimental data had shown that ACE is capable of promoting the degradation of Aβ [29]. These findings have raised concern about the use of ACE inhibitors in AD patients [29]. However, recent data from ACE deficient mice and some experimental AD models do not support the notion that ACE exerts a major role in the turnover of Aβ *in vivo* [30–32]. Likewise, ACE inhibition did not increase Aβ plaque load in some animal models of AD [31,32]. Together, these data argue against a detrimental role of ACE inhibition in AD by promoting Aβ plaque formation. In agreement with these findings, epidemiological data from patient studies showed that ACE inhibitors as a class do not increase the incidence of AD [33]. Moreover, some selected ACE inhibitors could even be beneficial by reducing the risk of dementia and AD progression [34,35]. Those AD protective effects of ACE inhibitors led to the hypothesis that brain-penetrating ACE inhibitors could exert protection against cognitive decline independent of blood pressure lowering [34,35].

Although experimental evidence also indicated beneficial effects of a brain-penetrating ACE inhibitor on prevention of cognitive decline [36], the effect of central ACE inhibition on brain Aβ deposition is not clear. Therefore, we investigated the impact of ACE inhibition on Aβ-related pathology and neurodegeneration. We chose Tg2576 mice, which express the amyloid precursor protein variant APP695 with the Swedish double mutation under control of the neuron-specific prion protein promoter [37]. These mice develop substantial Aβ plaque load and Aβ plaque-associated neuronal degeneration starting at an age of 12 months [20,37]. To investigate the effect of ACE inhibition on Aβ plaque-related pathology, we treated 12 month-old Tg2576 mice for six months with the centrally active ACE inhibitor captopril. The effect of captopril treatment on Aβ plaque development and signs of neurodegeneration was monitored by immunohistological analyses. Concomitantly, gene expression changes in the hippocampus were determined by whole genome microarray gene expression profiling. Results of our study revealed that ACE inhibition with captopril had the capacity to retard the development of Aβ plaques and Aβ-related signs of neurodegeneration.

## 2. Results and Discussion

### 2.1. ACE Inhibition with Captopril Slowed Aβ Plaque Accumulation of AD Mice

The impact of ACE inhibition on Aβ plaque load was determined with Tg2576 mice as AD model. Aβ plaque load was detected in the hippocampus by immunohistology with Aβ-specific antibodies on brain sections from 18 month-old Tg2576 mice treated with or without the centrally active captopril for six months (Figure 1). Brain sections representing the mean Aβ plaque load of each group show that a captopril-treated Tg2576 mouse had a substantially smaller area of hippocampal Aβ plaques compared to the untreated age-matched Tg2576 control (Figure 1a). Quantitative assessment of the antibody-stained area revealed a 58.4% ± 15.6% reduced Aβ plaque load in the hippocampus of captopril-treated Tg2576 mice compared to age-matched controls (Figure 1b). For comparison, 12 month-old Tg2576 mice were almost devoid of Aβ plaques, at the age when captopril treatment was initiated (Figure 1). These findings indicate that ACE inhibition with captopril could slow the aging-dependent accumulation of Aβ plaques in brain of Tg2576 mice.

### 2.2. Whole Genome Microarray Gene Expression Profiling of Hippocampal Genes of AD Mice upon ACE Inhibition with Captopril

We determined hippocampal gene expression changes of Tg2576 mice, which could account for the captopril-mediated slowing of Aβ plaque accumulation. Hippocampal RNA was isolated, processed for microarray gene expression profiling and hybridized to whole genome microarrays (Affymetrix GeneChip Mouse Genome MG430 2.0 Array) with more than 45,000 probe sets [38,39]. 

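Each chip carried hippocampal RNA pooled from 4 male Tg2576 mice, a line that expresses human amyloid precursor protein with the Swedish mutation. The 3 groups, with 2 chips each, were untreated 18 month-old mice (Tg-18mo), 18 month-old mice given captopril, an inhibitor of the angiotensin-converting enzyme, at 20 mg per kg per day for 6 months (Tg-18mo-ACEI), and untreated 12 month-old mice (Tg-12mo). The deposited values are linear signal intensities, 1 per probe set and chip, which the authors scaled to a target value of 600. They cover 45101 probe sets, of which 64 are control probe sets. Log2 signals of the 23262 probe sets with a mean signal of at least 100 in 1 or more groups were compared with limma, with all 6 chips in the same model. A probe set passed at an adjusted p under 0.05 (Benjamini-Hochberg). A second count used the study's thresholds, an unadjusted p of 0.01 or less, here from limma, and a difference of at least 2-fold. A mean signal of at least 100 in 1 of the 2 groups compared was required. The detection calls that the study also allowed were not used. The 30 gene lists hold 1 probe set per gene, the brightest, and were tested as sets with camera at a preset correlation of 0.01 between genes. With 2 chips of pooled RNA per group, the p-values measure the spread between chips, which can be technical, and not the spread between mice.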

Scanning revealed uniform quality of gene chips as documented by a similar number of probe sets present, comparable 3′/5′ ratio of house-keeping genes such as *Gapdh*, and average signal intensity after normalization to a target value of 600 (Figure 2a).

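The control probe sets for Gapdh, a glycolytic enzyme, had a 3′/5′ signal ratio between 0.828 and 0.862 on the 6 chips. For β-actin, a cytoskeletal protein, this ratio was 1.98 and 1.88 on the Tg-18mo chips, 1.45 and 1.38 on the Tg-18mo-ACEI chips, and 1.83 and 1.77 on the Tg-12mo chips. The 3′ probe set for 18S ribosomal RNA had signals of 10219 and 11144 in Tg-18mo, 2214 and 1999.95 in Tg-18mo-ACEI, and 2125 and 2121 in Tg-12mo. Its mean in Tg-18mo was 5.07-fold that of Tg-18mo-ACEI and 5.03-fold that of Tg-12mo, and these ratios were smaller on the middle 18S probe set, 3.13 and 2.01, and on the 5′ probe set, 1.89 and 1.13. The 24 probe sets for poly-A controls, bacterial transcripts that can be added before labelling, were on average 2.27-fold higher in Tg-18mo-ACEI and 6.45-fold higher in Tg-12mo than in Tg-18mo, with 24 of 24 higher in both groups. The 18 probe sets for the hybridisation controls were at 0.953 of the Tg-18mo level in Tg-18mo-ACEI. In Tg-12mo they were 2.30-fold higher, with 18 of 18 higher. Mean signals were 805 and 817 in Tg-18mo, 806 and 796 in Tg-18mo-ACEI, and 897 and 902 in Tg-12mo, while the mean after trimming 2 percent of probe sets at each end was 600 on every chip. The highest signal on a chip lay between 21934 and 25102 at 18 months and was 39494 and 40189.9 at 12 months. Across probe sets, which are not independent replicates, log2 signals of chips of the same group correlated at 0.987 to 0.992 and those of different groups at 0.958 to 0.965. Chip quality was described without a test.

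**Figure D1:**
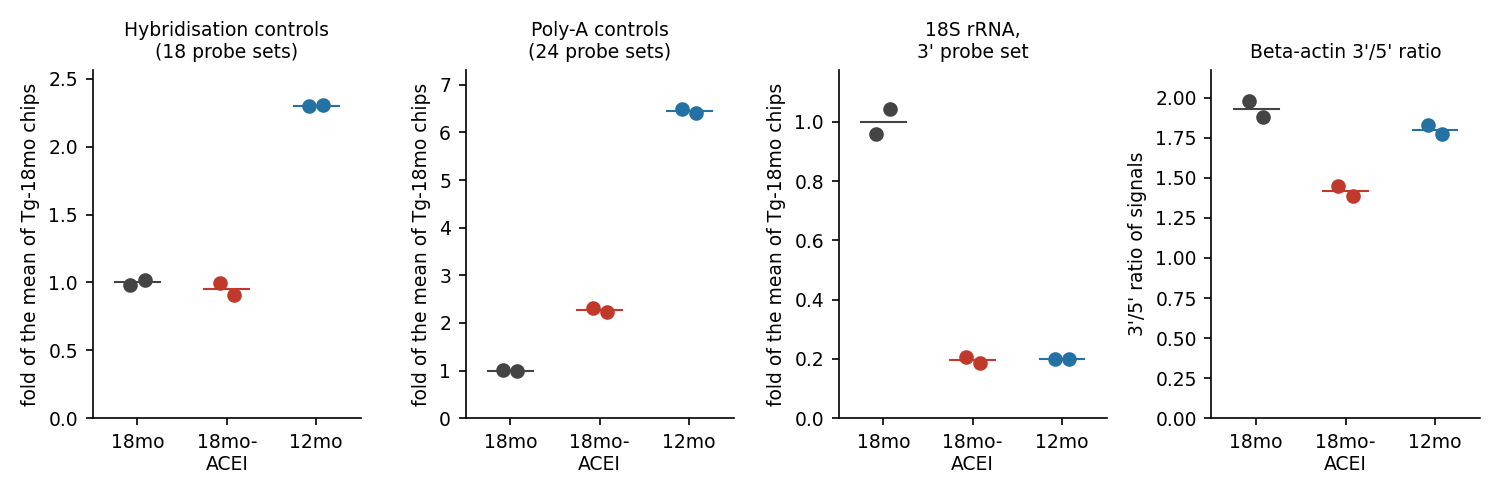
Control probe sets on the 6 chips: mean of the hybridisation controls, mean of the poly-A controls and the 18S rRNA 3′ probe set, each as a fold of the mean of the Tg-18mo chips, and the 3′/5′ signal ratio of β-actin. Points are chips and lines are group means; the 18S 3′ signal is highest on the Tg-18mo chips and the poly-A controls are highest on the Tg-12mo chips.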

We searched for significantly different probe sets between 18 month-old captopril-treated and age-matched untreated Tg2576 mice. 

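In hippocampi of captopril-treated mice, Rrm2b, a subunit of ribonucleotide reductase, had a signal of 562 ± 75.4 (SD, n = 2 chips) on probe set 1437222_x_at, against 42.2 ± 0.825 (SD, n = 2) in untreated 18 month-old mice. This is a log2 difference of 3.73 (adjusted p = 3.9e-06), and its probe set 1437221_at rose by 4.02. Probe set 1418188_a_at, which Table S1 of the study names Ramp2 and the annotation Malat1, a nuclear long noncoding RNA, rose from 89.8 ± 5.02 to 975.1 ± 31.0 (SD, n = 2 each, log2 difference 3.44, adjusted p = 2.0e-06), while the 6 probe sets annotated as Malat1 ranged from -0.16 to 3.44. The tested probe set annotated as Ramp2, named after its value was seen, had a log2 difference of -0.30 (adjusted p = 0.013). Among the 10 highest and the 10 lowest log2 differences, 18 of 20 probe sets had a mean signal under 100 in at least 1 group. Signals that low do not determine the size of a log2 difference or its rank. With 32 added to each signal, all 20 passed at an adjusted p under 0.05, with log2 differences of 3.15 and 2.99 for Rrm2b and 3.05 for Malat1. Crebbp, a histone acetyltransferase, went from 1.16 and 10.5 on the untreated chips to 118 and 113 on probe set 1459804_at, a log2 difference of 5.05, or 1.98 with 32 added. Gabra6, a GABA-A receptor subunit known from cerebellar granule cells, rose from 14.8 ± 9.66 to 175 ± 24.2 (SD, n = 2 each, log2 difference 3.73, or 2.16 with 32 added). Palm2, Prrc2c, Creg2, Ankrd11 and Zbtb38 had log2 differences from 3.18 to 3.63. Among the lower probe sets, Steap1, a metalloreductase, fell from 234 ± 16.5 to 25.4 ± 21.1, and Cldn3, a claudin of epithelial tight junctions, from 102 ± 10.2 to 11.9 ± 2.39 (SD, n = 2 each), log2 differences of -3.51 and -3.12, or -2.26 and -1.61 with 32 added. Cryl1 had a log2 difference of -4.17, or -3.13 with 32 added, and its 2 untreated chips differed widely (312 and 720.3). Sult1c2, Ncmap, Tmie, Evpl, Wdr86, Samhd1 and Defb11 fell, with log2 differences from -3.87 to -2.81. Sult1c2 (52.6 to 5.09) and Ncmap (72.9 to 7.43) had means under 100 in both groups. Their log2 differences were -1.19 and -1.40 with 32 added, and the others of these genes had -2.04 to -1.55.
Over all 23262 probe sets, 3690 were higher and 4125 were lower with captopril at an adjusted p under 0.05, with median log2 differences of 0.51 and -0.39. At the study's thresholds 706 probe sets of 546 genes were higher and 247 probe sets of 195 genes were lower. Among 509 genes with a probe set called higher and at least 1 more probe set kept, the brightest probe set of the gene was called for 71. The 18S, poly-A and β-actin controls differed between the same chips. The higher count at an adjusted p under 0.05 was 2254 without Tg-18mo-ACEI replicate 2 and 2374 without Tg-18mo replicate 2, and the lower count was 2438 without Tg-18mo replicate 1, 2088 without Tg-18mo replicate 2, 2712 without Tg-18mo-ACEI replicate 1 and 2274 without Tg-18mo-ACEI replicate 2. The test of the study's methods, which compares 2 groups, was also used in place of limma. It gave 451 higher and 104 lower at the study's thresholds, and 79 and 39 after adjustment.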

Stringent data filtering identified 454 probe sets with significantly higher signal intensity in captopril-treated compared to untreated Tg2576 mice (≥+2-fold difference; *p* ≤ 0.01) while the signal intensity of 104 probe sets was lower of captopril-treated mice (≤ −2-fold difference; *p* ≤ 0.01) compared to the age-matched 18-month-old Tg2576 control group (Figure 2b, Tables S1 and S2). Thus, whole genome microarray gene expression profiling demonstrated that captopril treatment for six months had led to a significant modification of hippocampal gene expression.

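Genes of the choroid plexus, the epithelium that secretes cerebrospinal fluid, were lower with captopril: 25 of 27 measured genes fell and 0 rose (26 fell when adjusted over the list alone). Their median log2 difference was -1.96 (camera adjusted p = 1.8e-17, adjusted p = 0.064 with an estimated correlation). The estimated correlation was -0.035, under the preset 0.01, so a higher correlation does not account for the larger p. Kcnj13, a potassium channel of this epithelium, fell from 1634 ± 95.3 to 244 ± 24.6 (SD, n = 2 each, log2 difference -2.74, standard error 0.12, adjusted p = 3.0e-06). Slc4a5, a bicarbonate transporter, and Cldn2, a claudin, fell by 2.69 and 2.58 on the log2 scale. Ttr, a thyroid hormone carrier and the brightest gene of the list, had a log2 difference of 0.05 (adjusted p = 0.59), and on the other probe sets of Ttr the differences were -0.50, -0.22 and -0.03 (adjusted p = 0.0053, 0.027 and 0.82). Of the 27 genes, 16 are Klotho, Ace or members of Table S2, which had been read when the list was written.
Genes of meninges and fibroblasts fell in 15 of 19 cases (17 when adjusted over the list alone), with a median of -0.87 (camera adjusted p = 2.5e-08, adjusted p = 0.11 with an estimated correlation). The growth factor Igf2 fell by 1.51, and the matrix genes Mgp, Pcolce and Fmod fell by 1.19, 1.16 and 0.94. Of 14 ependymal genes, 11 fell (12 when adjusted over the list alone, median -0.65, camera adjusted p = 4.1e-05, adjusted p = 0.13 with an estimated correlation), among them Dnah6 and Dynlrb2, components of the dynein motors of cilia, by 1.66 and 1.20. Of 13 genes of vascular smooth muscle and pericytes, 10 fell, also when adjusted over the list alone (median -0.61, camera adjusted p = 0.00049, adjusted p = 0.13 with an estimated correlation).
Of 15 interneuron genes, 10 fell (11 when adjusted over the list alone, median -0.25, camera adjusted p = 0.00050, adjusted p = 0.13 with an estimated correlation), with Dlx1, a transcription factor of interneurons, lower by -0.65 and neuropeptide Y, Npy, by -0.61. Of 13 genes that respond to glucocorticoids, 10 fell and 2 rose, also when adjusted over the list alone (median -0.45, camera adjusted p = 0.00050, adjusted p = 0.13 with an estimated correlation). The lipid droplet protein Plin4 fell by 1.93, metallothionein Mt2 by 0.77, and the steroid receptor chaperone Fkbp5 by 0.75. Of 8 measured genes of immunoglobulins and antigen presentation, 7 fell, also when adjusted over the list alone (median -0.85, camera adjusted p = 0.0020, adjusted p = 0.18 with an estimated correlation), led by the class II genes H2-Aa, at -1.59, and Cd74, at -1.13. Of 19 genes of plaque-associated microglia, 9 fell (10 when adjusted over the list alone, median -0.24, camera adjusted p = 0.013, adjusted p = 0.33 with an estimated correlation), with Gpnmb at -1.07 and Lyz2 at -0.72.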

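Of 19 genes of voltage-gated ion channels, 8 rose and 0 fell with captopril, also when adjusted over the list alone (median log2 difference 0.14, camera adjusted p = 0.0077, adjusted p = 0.18 with an estimated correlation). The sodium channel Scn3a rose by 0.50 and the potassium channels Kcnma1 and Kcnc2 by 0.46 and 0.33. Of 20 chromatin regulators with long transcripts, 11 rose and 2 fell, also when adjusted over the list alone (median 0.22, camera adjusted p = 0.015, adjusted p = 0.37 with an estimated correlation). Nipbl, a cohesin loader, rose by 1.41 and Suz12, a Polycomb protein, by 0.79, while the histone methyltransferase Kmt2a fell by 0.49. Of 16 dentate granule neuron genes, 6 rose and 2 fell, also when adjusted over the list alone (median 0.11, camera adjusted p = 0.035, adjusted p = 0.37 with an estimated correlation). The phosphodiesterase Pde1a rose from 884 ± 20.3 to 2943 ± 120.1 (SD, n = 2 each, log2 difference 1.74, adjusted p = 9.1e-07), and Prox1, a transcription factor of granule cells, rose by 1.57. The dentate granule call was lost without Tg-18mo replicate 2 (adjusted p = 0.065) and without Tg-18mo-ACEI replicate 2 (adjusted p = 0.11).
Of 28 genes of oxidative phosphorylation, 7 fell, also when adjusted over the list alone (median -0.11, camera adjusted p = 0.013, adjusted p = 0.55 with an estimated correlation). Of 21 APP processing genes, 9 fell and 3 rose, also when adjusted over the list alone (median -0.13, camera adjusted p = 0.035, adjusted p = 0.43 with an estimated correlation). Aph1a and Ncstn, subunits of γ-secretase, fell by 0.61 and 0.60, and Ece2, an endothelin-converting enzyme, fell by 0.95, while neprilysin, Mme, which degrades Aβ, rose by 0.73. β-Secretase, Bace1, rose by 0.31 on its brightest probe set, and App had a log2 difference of -0.05 (adjusted p = 0.54). Whether the App probe set of this mouse array also measures the human transgene was not tested. Both calls were lost under quantile normalization (adjusted p = 0.20 and 0.10), without Tg-18mo replicate 2 (0.11 and 0.13), without Tg-18mo-ACEI replicate 2 (0.053 and 0.082) and with the mean of all probe sets of each gene (0.054 and 0.58), and the APP processing call also with plain probe sets (0.73).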

Next, we analyzed whether captopril was capable to modify disease-related gene expression in AD mice. To determine genes involved in AD pathology, we focused on probe sets that were decreased during the accumulation of Aβ plaques, because those genes could reflect AD-related neuronal degeneration and concomitant loss of neuronal processes [20,21]. To identify those genes that were down-regulated during Aβ plaque accumulation, we compared the gene expression profile of 18 month-old Tg2576 mice with high Aβ plaque load with the gene expression profile of 12 month-old Tg2576 mice with low Aβ plaque load (cf. Figure 1). A Venn diagram shows that Aβ plaque accumulation in the hippocampus of 18 month-old Tg2576 mice was accompanied by the down-regulation of 175 probe sets relative to 12 month-old Tg2576 mice because those probe sets had a significantly higher signal intensity in 12 month-old mice (Figure 2c and Table S3). 

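Hippocampi of 12 month-old mice had more Msi2, an RNA-binding protein of neural progenitors, on probe set 1435521_at, with a signal of 987 ± 52.6 (SD, n = 2 chips) against 157 ± 11.3 (SD, n = 2) in untreated 18 month-old mice. This is a log2 difference of 2.66 (standard error 0.10, adjusted p = 2.2e-06). Atp2b2, a calcium pump of the plasma membrane, was at 2566 ± 15.9 against 518 ± 68.3 (SD, n = 2 each, log2 difference 2.32, standard error 0.08, adjusted p = 2.2e-06). Megf11, Ywhaz, Rrm2b, Cldnd1 and 2610316D01Rik were higher as well, by 2.29 to 2.85. Prune2 was at 36.5 ± 6.74 against 1062 ± 39.5 (SD, n = 2 each, log2 difference -4.87, adjusted p = 6.7e-07). Rpl7l1, a protein related to ribosomal protein L7, was at 2.73 ± 0.506 against 241 ± 7.99 on probe set 1439780_at (SD, n = 2 each, log2 difference -6.48, or -2.98 with 32 added to each signal). Crebbp and growth hormone, Gh, had log2 differences of 3.97 and 3.96, or 1.21 and 1.60 with 32 added, but their untreated chips lay at 1.16 and 10.5 and at 1.53 and 30.3. Among the 10 highest and the 10 lowest differences, 17 of 20 probe sets had a mean under 100 in at least 1 group. Their order is therefore not determined. Tnni1, Mndal, Cryl1, S100a8, Tnnt2, Ptdss2 and Xpr1 were lower by -5.25 to -4.07.
Of 19 genes of plaque-associated microglia, 13 were lower at 12 months and 3 higher, also when adjusted over the list alone (median log2 difference -0.45, camera adjusted p = 0.046, adjusted p = 0.46 with an estimated correlation). Clec7a, a phagocytic receptor, was at 34.7 at 12 months and 159 at 18 months, and Trem2, a lipid receptor of microglia, at 189 and 429. This call was lost without Tg-18mo replicate 1 (adjusted p = 0.059) and without Tg-18mo replicate 2 (0.066). The general microglia list had a similar median, -0.42, with 9 of 15 genes lower and 3 higher, also when adjusted over the list alone. It did not pass (camera adjusted p = 0.32). By the median, a fall of this size was not limited to plaque-associated genes. The mean log2 differences were further apart, -0.52 for plaque-associated and -0.20 for general microglia. Gfap, an astrocyte filament protein, was at 2638 at 12 months and 5550 at 18 months (5549.67, log2 difference -1.07). The astrocyte list did not share this fall, with 7 of 15 genes higher and 5 lower at 12 months (8 and 5 when adjusted over the list alone). Its median was 0.12 (camera adjusted p = 0.75). Of 8 genes of immunoglobulins and antigen presentation, 6 were lower, also when adjusted over the list alone (median -0.93, camera adjusted p = 0.0016, adjusted p = 0.46 with an estimated correlation), and of 13 genes of vascular smooth muscle and pericytes 8 were lower and 0 higher (8 lower and 1 higher when adjusted over the list alone, median -0.67, camera adjusted p = 0.041, adjusted p = 0.46 with an estimated correlation). The smooth muscle call was lost without Tg-18mo replicate 1 (0.052) and without Tg-12mo replicate 2 (0.099), and both lists missed the threshold with the mean of each gene's plain probe sets (0.053 and 0.054). Of 19 genes of meninges and fibroblasts, 10 were higher and 1 lower, also when adjusted over the list alone (median 0.49, camera adjusted p = 0.0013, adjusted p = 0.46 with an estimated correlation).
Of 19 ribosomal protein genes 17, and of 28 genes of oxidative phosphorylation 23, were higher at 12 months, with 0 and 2 lower, also when adjusted over the list alone, with medians of 0.59 and 0.41 (camera adjusted p = 2.0e-09 for both, adjusted p = 0.46 with an estimated correlation for both). Under quantile normalization these medians were 0.07 and 0.06 (camera adjusted p = 0.17 and 0.48). At the same trimmed mean of 600, mean signals were 897 and 902 on the Tg-12mo chips against 805 and 817 in Tg-18mo. Gapdh had 3′ signals of 24894 and 25792 on the Tg-12mo chips against 14647 and 16424 in Tg-18mo. The brightest probe sets were not compared as a set.
Over all probe sets tested, 4990 were higher and 6017 lower at 12 months than at 18 months at an adjusted p under 0.05, and 414 (316 genes) and 598 (492 genes) at the study's thresholds. The share of higher ones was 45.3% as deposited, 50.1% after quantile normalization and 62.0% with each chip divided by its median, and at the study's thresholds 40.9%, 50.4% and 59.5%. With the test of the study's methods in place of limma, 174 were higher and 270.0 lower at the study's thresholds. The poly-A and hybridisation controls differed between the same chips by 6.45-fold and 2.30-fold, and the 18S probe sets by 5.03-fold (3′), 2.01-fold (middle) and 1.13-fold (5′).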

The Venn diagram also illustrates that more than 53% of those hippocampal genes (*i.e.*, 93 probe sets), were significantly increased in ACEI-treated 18 month-old Tg2576 mice, towards the pre-treatment level of 12 month-old mice (Figure 2c and Table S4). That observation indicates that captopril could preserve the expression level of a substantial number of genes, which were down-regulated during Aβ plaque accumulation of AD mice.

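Of the 414 probe sets that were higher in 12 month-old mice at the study's thresholds, 208 (50.2%) were also higher in captopril-treated mice, both against untreated 18 month-old mice. They include Megf11, a cell-surface protein of the nervous system, with log2 differences of 2.86 with captopril and 2.46 at 12 months. Scd2, a fatty acid desaturase of the brain, had differences of 2.56 and 2.05, and Fut9, a fucosyltransferase, of 2.71 and 1.98. At these thresholds, 43 probe sets were lower in both groups, and they include Drd2, the dopamine D2 receptor, at -1.64 and -1.90, and Ptpn5, a striatal phosphatase, at -1.50 and -1.90. In opposite directions 4 passed. On their brightest probe sets, Scd2 had log2 differences of -0.10 and 0.41, Fut9 of 0.20 and 0.37, and Ptpn5 of -0.72 and -0.64. Scd2, Fut9 and Ptpn5 were named after their values were seen.
Independent lists of these sizes share 12.6 probe sets on average. Both comparisons use the same 2 untreated chips. Across probe sets, which are not independent replicates, the correlation of the 2 differences was 0.52, and unchanged groups simulated against such shared chips in 100 draws gave 0.46 to 0.56 from the shared chips alone. The covariance was 0.130 against a simulated median of 0.0183. Chosen after the data were seen, a fit with 1 untreated chip for each comparison gave 194 probe sets higher in both groups with replicate 1 against captopril and 171 with replicate 2, with correlations of 0.45 and 0.43. Lists shuffled 1000 times among probe sets of like signal and spread shared at most 51 and 47. These fits leave 1 untreated chip per comparison, so the counts take its spread from the other groups. What both untreated chips have in common, their 18S 3′ signal included, stays in either fit.
Of the 208 probe sets, 95 were higher and 14 lower with captopril than at 12 months at an adjusted p under 0.05. Of all 706 probe sets higher with captopril, 541 were also higher at 12 months at that threshold, 7 were lower and 158 were neither. At an adjusted p under 0.05, 2138 probe sets were higher in both groups, which was 1387 without Tg-18mo replicate 2, while more, 2382, were lower in both and 556 passed in opposite directions. With 32 added to each signal the 208 became 136, and with the test of the study's methods 92. From the probe sets that are lower at 18 months and higher with captopril, the paper proposes that captopril could preserve the expression of genes that decline while plaques accumulate.

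**Figure D2:**
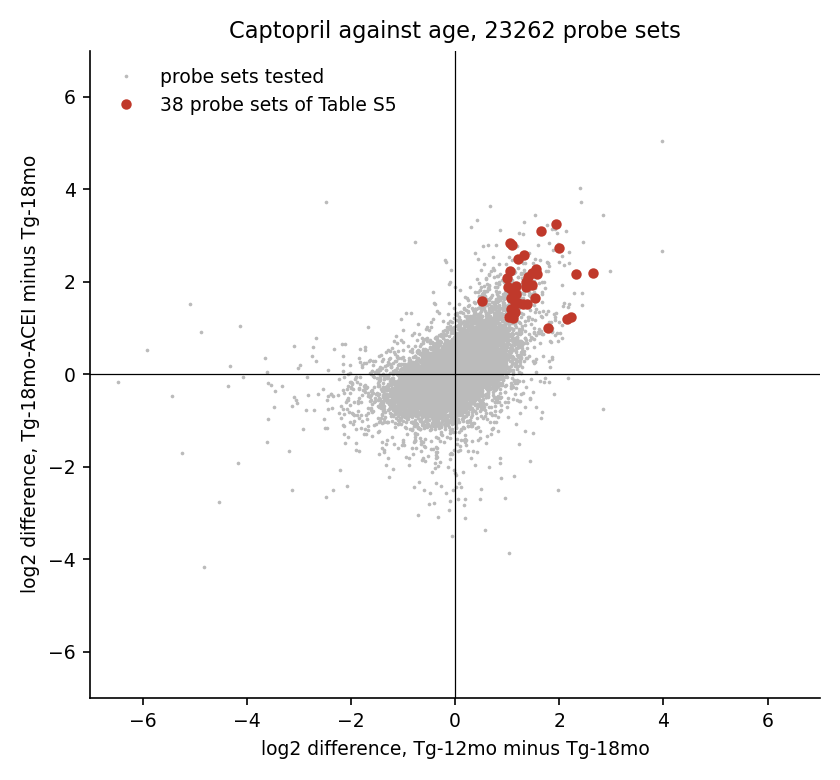
Log2 difference of Tg-18mo-ACEI against Tg-18mo (vertical axis) and of Tg-12mo against Tg-18mo (horizontal axis) for the 23262 probe sets tested (gray) and the 38 probe sets of Table S5 (red). All 38 lie to the upper right, and both axes subtract the same 2 untreated chips.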

### 2.3. Captopril Prevented the Down-Regulation of Genes Involved in Neuronal Regeneration and Cognition

Gene ontology (GO) analysis was used to categorize those genes that were preserved by captopril treatment, but down-regulated during Aβ plaque accumulation of Tg2576 mice.

GO analysis identified that 38 AD-related probe sets that were preserved by captopril, had established functions in neuronal regeneration and cognition. Identified gene products belonged to all major cellular components, *i.e.*, nucleus, cytoplasm, and plasma membrane (Figure 3 and Table S5). 

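The 38 probe sets of Table S5 rose with captopril by a median of 3.70-fold, with log2 differences from 1.00 to 3.24. The highest was that of Creg2, a secreted glycoprotein of the brain, from 101 ± 0.963 to 955 ± 97.4 (SD, n = 2 chips each, standard error 0.12, adjusted p = 1.0e-06), with 384 ± 23.1 (SD, n = 2) at 12 months. Wnk1, a kinase that controls ion transport, had a log2 difference of 2.80, the metabotropic glutamate receptor Grm5 of 1.51, the glutamate transporter Slc1a2 of 1.65, Dcx, a microtubule protein of migrating neurons, of 1.21, and the synaptic protein Snap25 of 1.25. At 12 months, too, all 38 were higher than in untreated 18 month-old mice, by a median of 2.39-fold. Against 12 month-old mice, captopril-treated mice had 24 probe sets higher and 4 lower, with a median log2 difference of 0.58, and Snap25 was the lowest, at -0.97.
All 38 passed both comparisons with untreated mice over all probe sets and when adjusted over the list alone, and 29 were higher than at 12 months when adjusted over the list alone. The 2-group test of the study's methods was used in place of limma, adjusted over all probe sets. With it, 11 of the 38 passed with captopril and 17 at 12 months on linear signals, and 3 and 17 on log2 signals. Against 12 months, 7 (linear) and 1 (log2) were higher. The paper tested these probe sets over all 3 groups, and that test was not run here. The study chose these probe sets on the same chips, so their direction is not independent evidence. All 228 signals equal those in Table S5 within 0.05. The same genes have 71 other probe sets kept here, in 28 of 31 genes, whose median log2 difference with captopril was 0.17, with 25 higher and 6 lower. Of the 71, 6 are in Table S1, and without them the median was 0.14. On the brightest probe sets, Snap25 had a log2 difference of 0.04 (adjusted p = 0.50) and Slc1a2 of 0.13 (adjusted p = 0.066). The 71 other probe sets had a median of 0.13 at 12 months, with 25 higher and 16 lower.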

A heat map visualizes signal intensities of identified probe sets to illustrate the preservation of neuronal gene expression by captopril (Figure 3 and Table S5).

### 2.4. ACE Inhibition Promoted Signs of Neuronal Regeneration and Up-Regulated the Expression of Genes Involved in the Formation of Neuronal Membrane and Neuronal Processes

Captopril prevented the Aβ-induced down-regulation of neuronal genes. We next asked whether captopril “actively” up-regulated hippocampal gene expression over the expression level of the 12 month-old Tg2576 control group. Microarray data filtering identified eleven hippocampal genes detected by 13 different probes, which were significantly up-regulated by captopril and categorized by GO terms “neuronal membrane” and “neuronal processes” (Figure 4a,b).

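All 13 probe sets of the 11 genes were higher in captopril-treated than in untreated 18 month-old mice, and 12 of them were higher than in 12 month-old mice. Rab6b, a GTPase of vesicle transport in neurons, had the highest excess over 12 months, at 2670.0 ± 6.48 with captopril, 776 ± 23.4 at 12 months and 371 ± 15.1 in untreated 18 month-old mice (SD, n = 2 chips each). Its log2 difference from 12 months was 1.78 (standard error 0.07, adjusted p = 2.7e-06). The probe set 1423597_at, which the study names Atp3a2 and the annotation Atp8a1, a phospholipid flippase, was at 6921 ± 103.9, 3048 ± 7.79 and 1472 ± 23.4 in the same order, with a log2 difference of 1.18 from 12 months (standard error 0.05, adjusted p = 2.9e-06). Wasl, an activator of actin branching, exceeded 12 months by 2.11-fold (adjusted p = 1.2e-05). The potassium channel Kcnd2 and the vesicle protein Rph3a exceeded it by 1.66-fold and 1.67-fold (adjusted p = 4.6e-05 and 8.4e-05), the kinesin Kif5b by 1.51-fold (adjusted p = 0.00031), and Lin7a, a scaffold of synapses that the study calls Veli1, by 1.54-fold (adjusted p = 0.0021). Clasp2, a microtubule plus-end protein, had a log2 difference of 0.53 from 12 months (standard error 0.19, adjusted p = 0.057, unadjusted p = 0.024 from limma). Over its alternatives this adjusted p ranged from 0.024, without an intensity trend in the prior variance, to 0.26.
At the study's thresholds, 7 of the 13 were higher than at 12 months. The 2-group test of the study's methods was used in place of limma, with adjustment. On linear signals, 7 of the 13 passed against untreated mice and 4 against 12 month-old mice. On log2 signals 2 passed against untreated mice, with adjusted p from 0.053 to 0.13 against 12 month-old mice. The paper's figure legend gives another test for the 13, over all 3 groups and without such adjustment, which was not run here. Against untreated 18 month-old mice the 13 differed by 3.02-fold to 8.59-fold. These probe sets were chosen by the study on the same chips, and their direction is not independent evidence. Some genes have probe sets that moved differently, such as the brightest ones of Rph3a, at -0.56 (adjusted p = 4.9e-05), and Rab6b, at -0.07 (adjusted p = 0.42), both against untreated 18 month-old mice.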

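Epha4, an ephrin receptor of synapses, had signals of 841 ± 79.5 in captopril-treated mice, 98 ± 1.41 in untreated 18 month-old mice and 305 ± 13.1 in 12 month-old mice on probe set 1456863_at (SD, n = 2 chips each). Against untreated mice this is 8.59-fold (standard error 0.12 on the log2 scale, adjusted p = 1.4e-06), and against 12 month-old mice 2.75-fold (adjusted p = 6.1e-05). Its probe set 1421929_at was at 2339 ± 155.1, 413 ± 19.7 and 956 ± 51.3 in the same order, 5.66-fold and 2.45-fold (adjusted p = 4.9e-07 and 1.9e-05). Scn1a, a voltage-gated sodium channel, was at 1309.6 ± 62.2, 217 ± 7.77 and 544 ± 44.0 on probe set 1450120_at, 6.02-fold and 2.41-fold (adjusted p = 9.5e-07 and 3.6e-05). Its probe set 1441728_at was at 526 ± 4.77, 79.1 ± 4.56 and 317 ± 10.6, 6.66-fold and 1.66-fold (adjusted p = 3.8e-06 and 0.0027). Kcnc1, a potassium channel of fast-firing neurons, was at 2099 ± 63.3, 697 ± 66.4 and 999 ± 13.2 on probe set 1423559_at, a 3.02-fold and a 2.10-fold difference (adjusted p = 3.8e-06 and 3.1e-05). Over all alternatives the adjusted p against untreated and against 12 month-old mice rose to 0.072 and 0.085 for 1456863_at and 0.064 and 0.075 for 1421929_at. For 1450120_at it rose to 0.058 and 0.073, for 1441728_at to 0.054 and 0.065, and for 1423559_at to 0.068 and 0.062. Each of these values came from the 2-group test of the study's methods. The test over all 3 groups in the paper's figure legend was not run here.
Apart from 1439757_s_at of Epha4, which rose by 3.15, the other probe sets of these genes differed less. The brightest probe set of Epha4, 1429021_at, rose from 3851 ± 680.4 to 5278 ± 345.8 with captopril (log2 difference 0.46, adjusted p = 0.018). It exceeded 12 months by 0.41 (adjusted p = 0.023). The Epha4 probe sets 1421928_at and 1439757_s_at exceeded 12 months by 0.64 and 1.30 (adjusted p = 6.4e-05 and 0.00013). The brightest of Scn1a, 1450121_at, rose from 1545 ± 15.0 to 1908 ± 37.2 (log2 difference 0.30, adjusted p = 0.0030) and had a log2 difference of -0.01 from 12 months (adjusted p = 0.93). For Kcnc1, 1443855_at rose by 0.31 (adjusted p = 0.0058) and 1456944_at had a log2 difference of 0.01 (adjusted p = 0.89), and against 12 months they had differences of -0.10 and -0.11 (adjusted p = 0.23 and 0.17). Over the 11 genes with 13 probe sets named in the study, the log2 difference of probe sets of the same gene ranged from -1.22 to 2.85 for Rab6b and from -0.13 to 2.08 for Wasl.

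**Figure D3:**
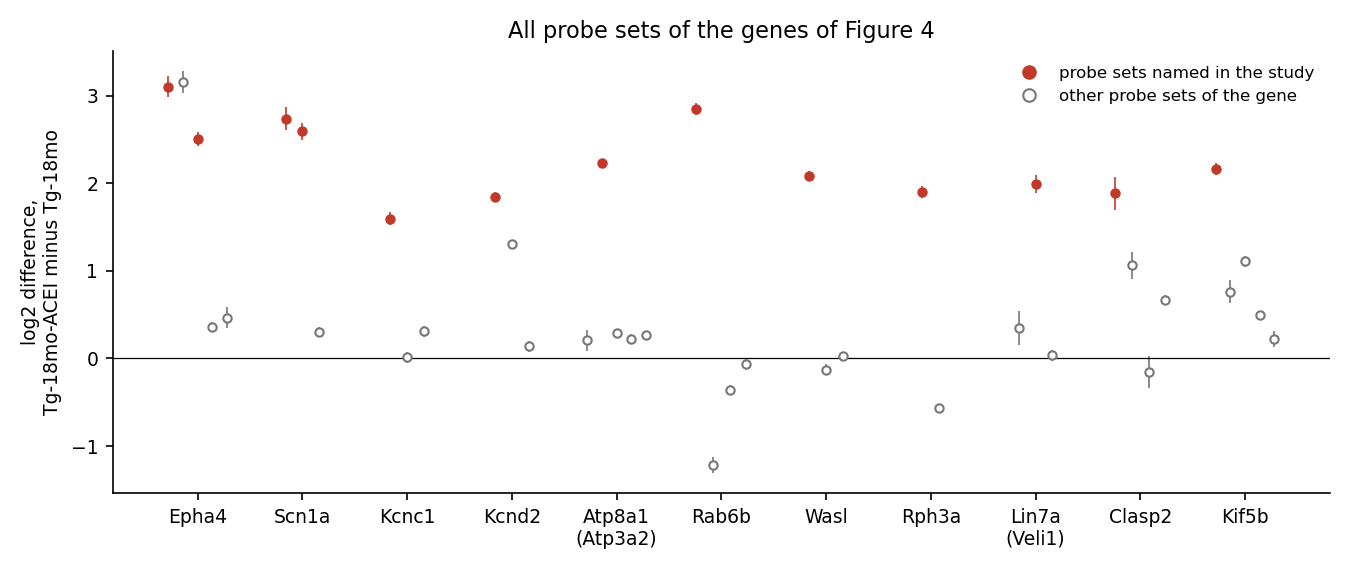
Log2 difference of Tg-18mo-ACEI against Tg-18mo for every kept probe set of the 11 genes, ordered within a gene by signal in Tg-18mo from left to right. Bars are standard errors from limma; the probe sets named in the study (filled) lie above most other probe sets of the same gene (open).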

Among up-regulated gene products involved in formation of the “neuronal membrane”, a literature search identified several genes, which were previously shown to be reduced in AD animal models or AD patients, *i.e.*, *Epha4* [40], *Scn1a* [41], and *Kcnc1* [42]. Protein detection by immunoblot was used to validate some of the microarray gene expression data with different cohorts of mice. Immunoblotting showed that captopril had prevented the AD-related down-regulation of hippocampal Scn1a, *i.e.*, the sodium channel, voltage gated, type I, alpha (Figure 4c). Moreover, captopril had promoted a significant increase in hippocampal Scn1a protein content over the level of 12 month-old Tg2576 mice (Figure 4c). Similar results were obtained with Kcnc1, *i.e*., the potassium voltage gated channel, Shaw-related subfamily, member 1 (Figure 4d).

To further validate microarray data, we focused on Epha4, the Ephrin type-A receptor 4, which is reduced in the hippocampus of AD mice at an early stage, before the onset of overt cognitive impairment [40]. Epha4 is also reduced in hippocampal tissue from AD patients [40]. Immunohistological analysis confirmed the microarray data for Epha4 and showed a high protein level of Epha4 in hippocampal CA1 neurons of an 18 month-old captopril-treated Tg2576 mouse compared to untreated 12 month-old and 18 month-old Tg2576 mice (Figure 4e). Similar results were obtained by immunofluorescence detection of Epha4 (Figure 4f). Moreover, immunofluorescence analysis revealed that captopril treatment had promoted the regeneration of Epha4-positive CA1 neuronal processes, which showed degeneration in 18 and 12 month-old Tg2576 mice (Figure 4f, left panels *vs.* right panel). Those findings complement previous data, which linked the AD-related down-regulation of Epha4 to neuronal degeneration and synapse loss [40]. Quantitative assessment of hippocampal Epha4 protein further confirmed that captopril had up-regulated the Epha4 protein content over the level of untreated 12 month-old Tg2576 mice (Figure 4g).

In agreement with the capacity of captopril to promote signs of neuronal regeneration, captopril treatment also led to an increased hippocampal Rab6b level, a protein expressed in neuronal processes, while Rab6b was decreased in untreated Tg2576 mice with increasing age (Figure 4h). Taken together, our data strongly suggest that captopril treatment retarded the AD-related decline of neuronal gene expression and triggered signs of neuronal regeneration.

### 2.5. Captopril Treatment Prevented the AD-Related Up-Regulation of ACE and Reduced the Hippocampal Angiotensin II Level of AD Mice

In view of the neuro-regenerative potential of the ACE inhibitor captopril, we investigated the hippocampal expression of ACE in AD mice because the ACE level is also significantly increased in the brains of AD patients and correlates directly with disease stage and Aβ load [28,43]. 

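Ace, which encodes the angiotensin-converting enzyme, had a signal of 623 ± 101.7 (SD, n = 2 chips) in untreated 18 month-old mice and 363 ± 35.6 (SD, n = 2) in 12 month-old mice on probe set 1427034_at. The level at 18 months was 1.71-fold that at 12 months, and the log2 difference of 12 months from 18 months was -0.78 (standard error 0.19, adjusted p = 0.010). On probe set 1451911_a_at Ace was at 358 ± 19.2 and 238 ± 32.8 (SD, n = 2 each), 1.51-fold higher at 18 months, with a log2 difference of -0.60 (standard error 0.15, adjusted p = 0.012). Of 27 choroid plexus genes, a tissue in which Ace is known to be abundant, 3 were higher and 5 lower at 12 months than at 18 months, also when adjusted over the list alone (median log2 difference -0.09, camera adjusted p = 0.88). Neither Ace probe set passed without Tg-18mo replicate 1 (log2 differences -0.61 and -0.54, adjusted p = 0.078 and 0.080) or without Tg-12mo replicate 1 (-0.68 and -0.46, adjusted p = 0.054 and 0.053). Over all alternatives the adjusted p of 1427034_at ranged from 0.0037 to 0.17 and that of 1451911_a_at from 0.0093 to 0.15.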

Microarray gene expression data showed that the aging-dependent increase in Aβ plaque load of Tg2576 mice was accompanied by a substantial rise in hippocampal ACE gene expression (Figure 5a). That increase in ACE gene expression was completely prevented by captopril (Figure 5a).

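With captopril, Ace was at 231 ± 61.6 on probe set 1427034_at and at 162 ± 14.5 on probe set 1451911_a_at (SD, n = 2 chips each). It was 2.72-fold and 2.21-fold higher in untreated mice of the same age, log2 differences of -1.45 (standard error 0.19, adjusted p = 0.00083) and -1.14 (standard error 0.15, adjusted p = 0.00085). Against 12 month-old mice, too, Ace was lower with captopril, by -0.67 and -0.55 (adjusted p = 0.023 and 0.021). Of 8 measured genes of the renin-angiotensin system, 2 rose and 2 fell against untreated mice, also when adjusted over the list alone (median 0.02, mean -0.09, camera adjusted p = 0.86). Mas1, a receptor for angiotensin fragments, rose by 0.58 (adjusted p = 0.023), and Agt, the angiotensin precursor, had a log2 difference of 0.09 (adjusted p = 0.76). Other genes of the choroid plexus fell along with Ace, such as the water channel Aqp1, from 425 ± 54.8 to 75.04 ± 0.409 (SD, n = 2 each, log2 difference -2.50, adjusted p = 1.7e-05). The difference from 12 months was lost on 1427034_at without Tg-18mo-ACEI replicate 1 (-0.40, adjusted p = 0.14), without Tg-12mo replicate 2 (-0.57, 0.10) and without an intensity trend in the prior variance (0.074), and on 1451911_a_at without Tg-18mo-ACEI replicate 2 (-0.45, 0.11) and without Tg-12mo replicate 2 (-0.40, 0.092). Over all alternatives these adjusted p ranged from 0.0087 to 0.28 and from 0.0082 to 0.22.

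**Figure D4:**
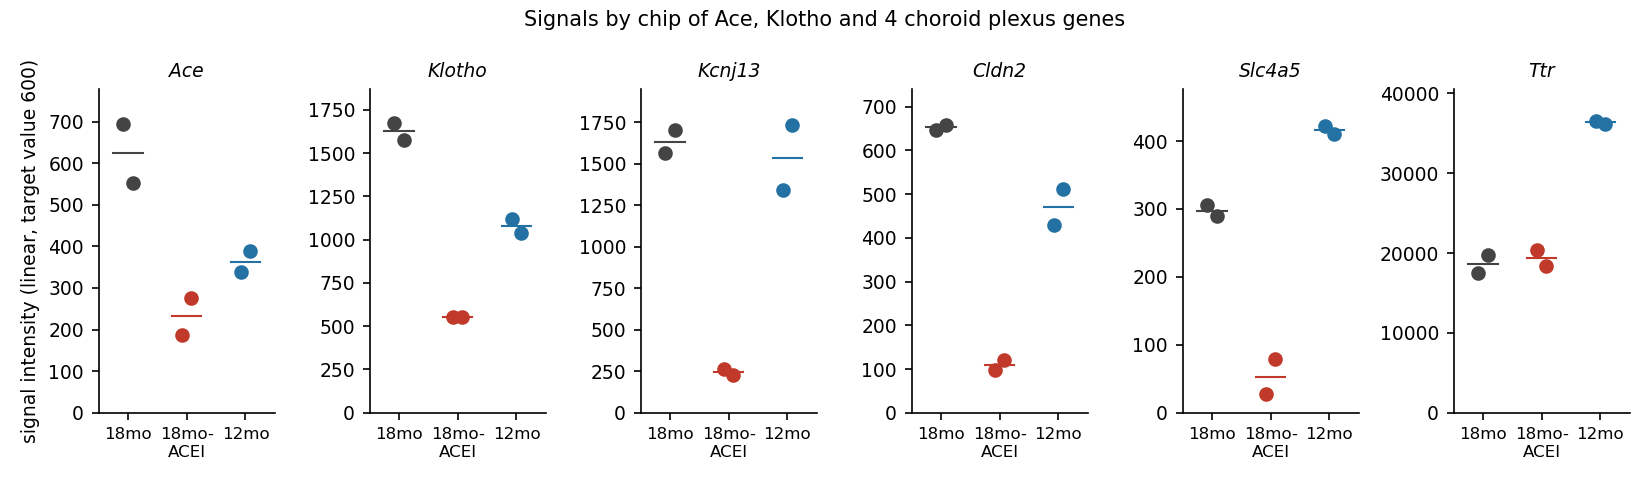
Signals of Ace (1427034_at), Klotho (1423400_at) and the choroid plexus genes Kcnj13, Cldn2, Slc4a5 and Ttr on each chip. Points are chips and lines are group means; Ace and Klotho at 12 months lie between the other groups, while Kcnj13 at 12 months lies near the untreated 18 month-old level and Ttr is alike in both groups of 18 months.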

Concomitantly, ACE activity measurement showed that captopril-treated mice had a significantly lower hippocampal ACE activity than age-matched untreated Tg2576 mice (Figure 5b). Immunoblot analysis with ACE-specific antibodies confirmed gene expression data and showed that hippocampal ACE protein level was normalized by captopril (Figure 5c). In agreement with ACE inhibition, captopril treatment was accompanied by a significantly reduced hippocampal angiotensin II level compared to untreated 18 month-old AD mice (Figure 5d). Taken together, captopril treatment had prevented the Aβ-related increase in hippocampal ACE protein and ACE activity of AD mice.

### 2.6. ACE Protein in Hippocampal Vessels and Neurons of AD Mice Could Account for a Hippocampal Action of Captopril

Previous data indicated that ACE was localized in the perivascular region of brain cortical vessels of AD patients [27,28]. To localize the ACE protein in brain of Tg2576 mice, we used immunofluorescence microscopy. Immunofluorescence analysis with ACE-specific antibodies localized the ACE protein in hippocampal vessels of untreated and captopril-treated 18 month-old Tg2576 mice (Figure 5e). The ACE protein was localized in close proximity to vascular Aβ deposits in a representative vessel of an untreated 18 month-old Tg2576 mouse (Figure 5e, upper panel), while the vessel of a captopril-treated Tg2576 mouse showed a reduced vascular Aβ load (Figure 5e, lower panel).

In addition to vascular cells, immunohistological analysis localized the ACE protein also in cell soma of hippocampal CA1 neurons of Tg2576 mice (Figure 5f). In agreement with immunoblot data, the hippocampal ACE protein level was substantially increased in untreated 18 month-old Tg2576 mice whereas ACE immunostaining was less in the captopril-treated Tg2576 mouse (Figure 5f). Thus, Tg2576 mice resemble AD patients by showing increased ACE protein level with advancement of AD pathology [27,28,43]. Notably, the up-regulation of ACE could be a direct consequence of increased Aβ plaque load [28,43,44]. Treatment with captopril prevented the Aβ-related ACE protein up-regulation and reduced the angiotensin II generation in the hippocampus of AD mice.

That effect could be related to a central action of captopril because treatment of Tg2576 mice with a predominantly peripheral-acting ACE inhibitor, enalapril (enalaprilat), for six months did not significantly alter the hippocampal ACE activity of 18 month-old Tg2576 mice (Figure 6a). In addition, enalapril did not prevent the down-regulation of hippocampal Epha4, an indicator of neuronal degeneration (Figure 6b). As a control, peripheral actions of enalapril and captopril were comparable, as documented by the inhibition of renal ACE activity (Figure 6c).

### 2.7. Co-Localization of the AT1 Receptor with Aβ in Hippocampal Neurons of AD Mice

The Aβ-related increase in ACE protein [28,43,44] could enhance the angiotensin II-mediated activation of the AT1 receptor in brain of AD mice. Since the brain AT1 receptor stimulates Aβ generation by enhancing the amyloidogenic processing of APP [45], we determined the localization of the AT1 receptor in Tg2576 mice, and asked for the potential co-localization of AT1 with Aβ in the hippocampus of AD mice (Figure 7a). We focused on the hippocampal CA1 region because of its high sensitivity to AD-related neurodegeneration [20,21]. Moreover, CA1 neurons of aged AD mice had a high level of ACE protein (cf. Figure 5f). Immunofluorescence microscopy revealed substantial AT1 immunoreactivity in hippocampal CA1 neurons of an untreated 18 month-old Tg2576 mouse (Figure 7a). The AT1-positive neurons were localized in close proximity to Aβ plaques (Figure 7a), a trigger of ACE [43,44].

In addition to 18 month-old AD mice with high Aβ plaque load, AT1 receptor-positive hippocampal CA1 neurons were also detected by immunohistological staining in mice with lower Aβ plaque level, *i.e.*, untreated 12 month-old and captopril-treated 18 month-old Tg2576 mice (Figure 7b).

We used immunofluorescence microscopy to localize AT1 in CA1 neurons of captopril-treated Tg2576 mice. Analogous to Epha4-positive CA1 neurons of captopril-treated mice (cf. Figure 4e,f), AT1-positive CA1 neurons of captopril-treated mice displayed intact neuronal processes, even in the presence of cytosolic Aβ (Figure 7c). This observation could be another indication for the neuro-protective and neuro-regenerative potential of the ACE inhibitor captopril.

Taken together, our data are compatible with the notion that the Aβ-induced increase in ACE protein of aged AD mice leads to enhanced hippocampal angiotensin II generation, which could promote AT1 receptor activation of adjacent neurons and subsequent AT1-dependent Aβ generation [45]. Vice versa, inhibition of ACE-dependent angiotensin II generation by captopril could block the activation of those hippocampal AT1 receptors.

### 2.8. Captopril Treatment Reduced Hippocampal ROS and Protein Oxidation

AT1 receptor activation by angiotensin II is a substantial trigger of brain ROS [16–18], and ROS enhances the amyloidogenic processing of APP as well as Aβ plaque formation [7,8]. Therefore, we asked whether inhibition of ACE-dependent angiotensin II generation by captopril could affect the level of hippocampal ROS. We determined the amount of hippocampal superoxide content as a major ROS form by dihydroethidium (DHE) staining (Figure 8a). Dihydroethidium staining revealed an aging-dependent increase in the superoxide content of hippocampal CA1 neurons of untreated 18 month-old Tg2576 mice with high Aβ plaque load compared to 12 month-old Tg2576 mice with low Aβ plaque load (Figure 8a). This increase in superoxide generation was largely prevented by captopril treatment (Figure 8a).

In agreement with decreased superoxide generation, captopril treatment also led to a reduced protein oxidation, *i.e.*, the aging-related increase in hippocampal 3-nitrotyrosine content of 18 month-old Tg2576 mice, a marker of protein oxidation of AD brain [46], was prevented in captopril-treated Tg2576 mice (Figure 8b).

### 2.9. Captopril Treatment Reduced Markers of Amyloidogenic Processing of APP

ROS promotes the amyloidogenic processing of Aβ by enhancing β-secretase- and γ-secretase-mediated APP cleavage [7,47]. In addition, brain angiotensin II infusion enhanced the activities of β- and γ-secretase by AT1 receptor stimulation [45]. In agreement with a ROS/angiotensin II-dependent effect on β-secretase activity, enzyme activity measurement showed that the captopril-mediated decrease in hippocampal ROS/angiotensin II generation was accompanied by a significant decrease in β-secretase activity, *i.e*., β-secretase activity was 55.7% ± 10.8% lower in captopril-treated mice compared to untreated 18 month-old Tg2576 mice (Figure 9a). Concomitantly, the hippocampal content of the *N*-terminal fragment of APP^Swe^ generated by β-secretase cleavage [sAPPβ (sw)] was significantly reduced of captopril-treated Tg2576 mice compared to untreated 18 month-old Tg2576 mice (Figure 9b).

We asked whether the hippocampal gene expression profile reflected the captopril-induced change in β-secretase activity of Tg2576 mice. To this end, we focused on *Klotho* because the *N*-terminal fragment of APP generated by β-secretase cleavage (sAPPβ) is reported to induce the transcription of *Klotho* [48]. 

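Klotho, an anti-aging protein that the brain makes mainly in the choroid plexus, had a signal of 553 ± 3.21 (SD, n = 2 chips) in captopril-treated mice and 1627 ± 68.7 (SD, n = 2) in untreated 18 month-old mice on probe set 1423400_at. It was 2.94-fold higher in untreated mice, a log2 difference of -1.56 (standard error 0.07, adjusted p = 2.7e-06). At 12 months it was at 1079.9 ± 57.3 (SD, n = 2), below the untreated 18 month-old mice by -0.59 (adjusted p = 0.00023) and above the captopril-treated ones. The log2 difference of captopril-treated from 12 month-old mice was -0.96 (standard error 0.07, adjusted p = 3.2e-05). Other choroid plexus genes fell with captopril as well: of 11 genes of the list outside Klotho, Ace and Table S2, 9 were lower and 0 higher, with a median log2 difference of -0.94. At 12 months these genes had a median of 0.02 from untreated 18 month-old mice.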

In parallel to the decrease in β-secretase activity, captopril treatment led to a significantly reduced hippocampal expression and protein level of *Klotho* compared to age-matched untreated 18 month-old Tg2576 mice (Figure 9c,d). Together these findings indicate that the captopril-induced decrease in ROS/angiotensin II level was accompanied by reduced β-secretase-activity, which could account for decreased amyloidogenic processing of APP.

After APP cleavage by β-secretase, cleavage by γ-secretase finally releases Aβ. In agreement with ROS/angiotensin II-dependent enhancement of γ-secretase activity [7,45], hippocampal γ-secretase activity of captopril-treated mice was significantly reduced by 52.5% ± 7.5% compared to age-matched untreated AD mice (Figure 9e). In agreement with decreased γ-secretase activity, the hippocampal content of the APP intracellular domain (AICD), which is the *C*-terminal product of γ-secretase cleavage of APP, was significantly lower of captopril-treated 18 month-old Tg2576 mice compared to age-matched untreated AD mice (Figure 9f). Since increasing evidence suggests that AICD contributes to AD pathogenesis by promoting signs of neurodegeneration [49], that observation could indicate that the neuro-regenerative profile of captopril could be partially attributed to a decrease of AICD.

Searching for signs of γ-secretase activity in the hippocampal gene expression profile, we focused on *Transgelin* because previous data had shown that the γ-secretase-mediated *C*-terminal cleavage product of APP, *i.e.*, the APP intracellular domain (AICD), triggers the expression of *Transgelin* [50]. 

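Transgelin, an actin-binding protein of smooth muscle, had a signal of 179 ± 2.22 (SD, n = 2 chips) in captopril-treated mice and 394 ± 5.51 (SD, n = 2) in untreated 18 month-old mice on probe set 1423505_at. It was 2.20-fold higher in untreated mice, a log2 difference of -1.14 (standard error 0.21, adjusted p = 0.0043). At 12 months its chips were at 225 and 140.3, and the log2 difference of captopril-treated from 12 month-old mice was 0.01 (adjusted p = 0.97). Other smooth muscle genes fell with captopril as well. Acta2, the actin of smooth muscle, fell from 2029.5 ± 97.2 to 908 ± 0.166, and Tpm2, a tropomyosin, from 630.2 ± 67.2 to 313 ± 8.52 (SD, n = 2 each). Of the 11 smooth muscle and pericyte genes other than Transgelin and Acta2, 8 were lower and 0 higher, with a median log2 difference of -0.49. Of 10 genes listed as targets of AICD or sAPP, which include Transgelin, Klotho and Aqp1, 5 fell and 3 rose, also when adjusted over the list alone (median -0.30, camera adjusted p = 0.31).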

Concomitantly with a decrease in γ-secretase activity, the expression level of *Transgelin* was significantly lower in captopril-treated Tg2576 mice compared to age-matched untreated Tg2576 mice (Figure 9g). Immunoblot analysis confirmed the gene expression data and showed that captopril had prevented the AD-induced rise in Transgelin protein level of aged 18 month-old Tg2576 mice (Figure 9h).

Reduced amyloidogenic processing of APP upon captopril treatment was also reflected by the level of hippocampal Aβ peptides. Immunoblot detection showed a significantly lower level of Aβ peptides in hippocampal tissue extracts of captopril-treated Tg2576 mice relative to age-matched untreated controls (Figure 9i). Quantitative assessment of SDS-insoluble Aβ peptides by ELISA confirmed the decrease in hippocampal Aβ^1-40^ and Aβ^1-42^ peptides upon captopril treatment (Figure 9j).

### 2.10. Model of Vicious Cycle of Angiotensin II-Dependent Aβ Generation

Taken together our data present strong evidence that captopril retarded the aging-dependent accumulation of Aβ plaques in brain of Tg2576 mice by mediating a decrease of β- and γ-secretase-dependent amyloidogenic processing of APP. Concomitantly, treatment with the centrally active ACE inhibitor captopril could slow the development of signs of neuronal degeneration in the Tg2576 mouse model of AD. In view of previous data demonstrating that ACE is induced by aggregated Aβ *in vitro* and *in vivo* [43,44], our findings suggest a vicious cycle, which seems to contribute to disease progression in AD: (i) Augmented Aβ level of AD brain induces ACE [43,44]. (ii) The increased ACE protein generates angiotensin II. (iii) Angiotensin II stimulates AT1-dependent ROS generation and enhances amyloidogenic APP processing by β- and γ-secretase [7,45,47], thereby accelerating Aβ-mediated ACE induction and angiotensin II-AT1-dependent Aβ generation (Figure 10). Captopril treatment could interfere with that vicious cycle by normalizing ACE protein level and activity. This effect could account for decreased angiotensin II-dependent ROS generation, and reduced amyloidogenic processing of APP and Aβ generation in AD mice. While our study provided evidence for a beneficial effect of captopril in the Tg2576 mouse model, future studies are needed to determine the impact of the angiotensin II system on the Aβ-induced neurodegenerative process of other experimental AD models or AD patients.

## 3. Experimental Section

### 3.1. Animal Model of AD and Captopril Treatment

The study used male Tg2576 mice on a C57BL/6J (B6) background, which expresses the human APP695 isoform with the Swedish double mutation (APP695^K670N,M671L^; APP^Swe^) under control of the neuron-specific prion protein promoter [37]. Treatment with captopril or enalapril (20 mg/kg/day or 25 mg/kg/day in drinking water, dissolved fresh every day) was initiated at 12 months of age when Tg2576 mice start to develop substantial Aβ plaque load and signs of overt neurodegeneration [20,21,37]. ACE inhibitor treatment was well tolerated, and the applied doses are effective in mice as documented by previous studies [38,51]. Treatment of Tg2576 mice was performed for six months, from 12–18 months of age. As control groups, we used 18 month-old Tg2576 mice, which received drinking water without ACE inhibitor, and 12 month-old Tg2576 mice. Mice were randomly assigned to different treatment groups. All mice were kept on a 12 h light/12 h dark regime, had free access to food and water, and were fed a standard rodent chow. At the end of the observation period, Tg2576 mice were anesthetized with ketamine and xylazine (100 mg/kg and 10 mg/kg, i.p.), perfused intracardially with sterile PBS, brains were isolated, and hippocampi were dissected and immediately frozen in liquid nitrogen or processed for further use. Animal experiments were performed in accordance with NIH guidelines, and were reviewed and approved by the local committee on animal care and use (University of Zurich, Switzerland).

### 3.2. Whole Genome Microarray Gene Expression Profiling

Whole genome microarray gene expression profiling of hippocampal gene expression was performed similarly as described [38,39]. Briefly, total RNA was isolated from mouse hippocampi by a commercial kit (RNeasy mini kit, Qiagen GmbH, Hilden, Germany), hippocampal RNA was reverse transcribed and processed for whole genome microarray gene expression profiling according to the protocol of the manufacturer (Affymetrix GeneChip Expression Analysis Technical Manual, rev. 5, Affymetrix Inc., Santa Clara, CA, USA). Fragmented, biotin-labeled cRNA (15 μg/gene chip) was hybridized to the microarray gene chip (Affymetrix GeneChip Mouse Genome MG430 2.0 Array with more than 45,000 probe sets), in 200 μL of hybridization solution in a Hybridization Oven 640 (Affymetrix Inc., Santa Clara, CA, USA) at 45 °C for 16 h. Gene chips were washed and stained using Affymetrix Fluidics Station 450 according to the GeneChip Expression Analysis Technical Manual. Microarrays were scanned with the Affymetrix GeneChip Scanner 7G, and signals were processed with a target value of 600 using GCOS (version 1.4, Affymetrix Inc., Santa Clara, CA, USA).

Our study of whole genome expression profiling of hippocampal genes from aged 18 month-old Tg2576 mice is without precedent, *i.e.*, to date, hippocampal whole genome microarray gene expression data of aged 18 month-old Tg2576 mice are not available in the NCBI GEO database (search terms: Tg2576 and hippocampus). Due to the low amount of hippocampal tissue, hippocampal RNA from four Tg2576 mice was pooled for one gene chip, and two gene chips are presented for each group. Such an approach is valid because the inter-individual variability of inbred mouse lines is negligible as was analyzed for the Tg2576 model with RNA from brain cortex [52]. Another study with AD mice, which used 12 month-old Tg2576 mice (GSE1556), *i.e.*, the age of our control group, was also performed in duplicates [53,54]. Moreover, transgenic expression of a disease-causing gene (*i.e.*, APP^Swe^) and identical (inbred) genetic background (B6) accounts for a well-defined time course of disease progression of Tg2576 mice.

Selection criteria for differentially expressed genes (*p* ≤ 0.01, just alpha, no false discovery correction, and a two-fold change requirement) were specifically validated for chemical (drug) treatment effects and follow the guidelines of the MicroArray Quality Control (MAQC) project for the identification of reproducible gene lists [55,56]. Probe sets with significant difference (*p* ≤ 0.01, and ≤ −2-fold or ≥+2-fold difference, with call present and/or signal intensity ≥100) between treated Tg2576 mice relative to age-matched untreated Tg2576 mice were used for GO classification. Gene ontology (GO) analyses of microarray data were performed with GCOS-processed data using GeneSpring GX software (Agilent Technologies Inc., Santa Clara, CA, USA). Results were supported by RMA-normalized data (not shown). Major conclusions based on microarray data were validated by immunohistological and immunoblotting techniques performed with different groups of mice. All microarray gene expression data are available at the NCBI GEO database (accession number GSE46871).

### 3.3. Biochemical Analyses

ACE activity measurement of homogenized hippocampal tissue was performed with a fluorogenic substrate (Abz-FRK(Dnp)-P) according to the specifications of the manufacturer (Biomol International, Enzo Life Sciences AG, Lausen, Switzerland) in the absence and presence of captopril as described [28]. Activities of β-secretase and γ-secretase of homogenized hippocampal tissue were measured with fluorogenic substrates for each secretase (Calbiochem) as detailed previously [45]. Hippocampal angiotensin II level was determined by immunoblot after Tricine-SDS-PAGE with antibodies specific for angiotensin II displaying minimal crossreactivity with angiotensin I (<1%), as described [57]. Hippocampal content of Epha4 was determined by direct binding assay with anti-Epha4 antibodies followed by detection with ^125^I-labeled secondary antibodies (1.0 μCi/point; final concentration 5 × 10^−8^ M) similarly as described [20]. Binding assays were performed in triplicates with crude homogenates (0.5 mg of protein/mL) prepared from dissected hippocampi of 12 and 18 month-old Tg2576 mice, respectively, treated for six months without or with captopril or enalapril as indicated.

### 3.4. Immunohistology, Immunofluorescence and Immunoblotting

For immunohistology, paraffin-embedded brain sections (8 μm, taken at 50 μm intervals, 10–15 sections/set) were prepared from the different groups of Tg2576 mice. Sections were deparaffinized followed by antigen retrieval as detailed previously [20,57]. Immunohistological detection of ACE, AT1, and Epha4 was performed with F(ab)_2_ fragments of affinity-purified polyclonal antibodies pre-absorbed to mouse tissue. Sections were stained for Aβ plaques with monoclonal antibodies cross-reacting with residues 1–12 of the Aβ peptide (clone BAM-10; Sigma-Aldrich, St. Louis, MO, USA). All sections were imaged with a Leica DMI6000 microscope equipped with a DFC420 camera. Plaque burden of the different study groups was analyzed by computerized quantitative image analysis of immuno-stained hippocampal areas [20]. Immunofluorescence and dihydroethidium (DHE) staining were performed with cryo-sections (8 μm) of post-fixed and frozen brains obtained from the different study groups of Tg2576 mice. Sections were imaged with a confocal laser microscope (Leica TCS SPE). For co-localization studies of AT1 (or ACE) with Aβ, affinity-purified rabbit anti-AT1 antibodies (or rabbit anti-ACE antibodies) and monoclonal mouse Aβ antibody were applied (dilution 1:4000), followed by secondary antibodies labeled with Alexa Fluor 488 and Alexa Fluor 546, respectively (dilution of 1:5000; Molecular Probes, Life Technologies Corp., Carlsbad, CA, USA). Immunoblot detection of hippocampal proteins was performed with the guanidine hydrochloride-extracted protein fraction (6.25 M guanidine hydrochloride in 50 mM Tris, pH 8.0), similarly as described [20,21]. The hippocampal content of the APP intracellular domain (AICD), an APP cleavage product generated by γ-secretase, was determined by immunoblot with anti-APP^Cter^ antibodies after separation of cytosolic hippocampal proteins by Tricine-SDS-PAGE. SDS-insoluble, formic acid (70%)-extractable Aβ^1-40^ and Aβ^1-42^ content of hippocampi was determined by ELISA after serial tissue extraction in the presence of protease inhibitors as described [20]. Hippocampal 3-nitrotyrosine content was quantified by slot blot with 3-nitrotyrosine-specific antibodies (Sigma) similarly as described [58].

### 3.5. Antibodies

The following antibodies were used for immunohistology, immunofluorescence and immunoblotting: anti-ACE antibodies (raised in rabbit against an antigen corresponding to amino acids 720–750 of mouse ACE), anti-AT1 antibodies (raised in rabbit against an antigen corresponding to amino acids 306–359 of the mouse Agtr1a sequence), anti-Epha4 antibodies (raised in rabbit against an antigen corresponding to amino acids 917–927 of mouse Epha4), anti-Gnag2 antibodies (raised in rabbit against recombinant Gnag2), anti-Gnaq/11 antibodies (raised in rabbit against the *C*-terminus of Gnaq; [20]), anti-Kcnc1 antibodies (raised in rabbit against an antigen corresponding to amino acids 567–585 of mouse Kcnc1), anti-Klotho antibodies (raised in rabbit against an antigen corresponding to amino acids 998–1014 of mouse Klotho), anti-Rab6b antibodies (raised in rat against recombinant mouse Rab6b fusion protein), anti-Scn1a antibodies (raised in rabbit against an antigen corresponding to amino acids 465–481 of mouse Scn1a), anti-Transgelin antibodies (raised in rabbit against residues 16–90 of mouse Transgelin). Aβ plaques were stained with monoclonal anti-Aβ antibody (monoclonal antibody cross-reacting with residues 1–12 of the Aβ peptide; clone BAM-10, Sigma), sAPPβ (sw) was detected with a monoclonal antibody (6A1) specifically recognizing the β-secretase-cleaved end of APP^Swe^, and immunoblot detection of AICD was performed with anti-APP^Cter^ antibodies raised in rabbit against an antigen corresponding to residues 676–695 of APP695. Antibody specificity and cross-reactivity with the respective protein were routinely controlled by ELISA, immunoblotting and immunofluorescence applying the antigen used for immunization and cell lysates, or cells over-expressing the respective target gene.

### 3.6. Statistical Analysis

Unpaired two-tailed Student’s *t*-test was used to calculate *p* values. For comparisons between more than two groups, analysis of variance was performed with Prism (GraphPad) or TIGR MeV, followed by a Post-test as indicated. Statistical significance was set at a *p* value of <0.05 unless indicated otherwise.

## 4. Conclusions

Aβ plaque accumulation in the hippocampus of AD mice was retarded by treatment with the centrally active ACE inhibitor, captopril. Concomitantly, captopril promoted signs of neuronal regeneration as evidenced by gene expression profiling and immunohistological analyses. Treatment effects of captopril were accompanied by normalization of the AD-related increase in ACE protein level and activity, decreased accumulation of hippocampal angiotensin II and reduced ROS generation. In addition, the amyloidogenic processing of APP by β- and γ-secretase was decreased in captopril-treated AD mice. Together with previous studies [43–45], our data suggest a vicious cycle of Aβ-dependent ACE induction, ACE-dependent angiotensin II release, angiotensin II AT1 receptor activation-dependent ROS formation, which in turn promotes Aβ generation by enhancing the amyloidogenic processing of APP [7,45,47]. The thereby stimulated release of Aβ is expected to further up-regulate ACE [43,44] and to trigger a new round of angiotensin II-mediated Aβ generation (Figure 10).

Clinical evidence indicates beneficial effects of long-term antihypertensive treatment with a centrally active ACE inhibitor regarding retardation of the onset of cognitive decline [34]. The present study complements those data and suggests a synergism between beneficial vascular effects and inhibition of angiotensin II-promoted APP processing—at least in individuals with enhanced angiotensin II generation. Since the ACE protein level is also increased in the brains of patients with Alzheimer’s disease, and all components of the angiotensin-AT1 receptor system are present in different regions of the human brain [27,28,43], future studies will have to determine whether the neuro-regenerative potential of captopril documented in AD mice could be also of relevance for individuals at risk of developing cognitive impairment or AD.

## Figures and Tables

**Figure 1:**
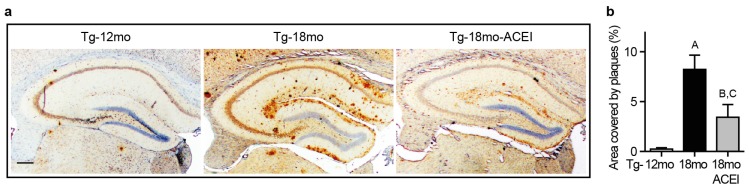
Angiotensin-converting enzyme (ACE) inhibition with captopril slowed Aβ plaque accumulation of Alzheimer’s disease (AD) mice. (**a**) Immunohistological analysis of Aβ plaque load in the hippocampus of a 12 month-old untreated Tg2576 mouse (Tg-12mo), an untreated 18 month-old Tg2576 mouse (Tg-18mo), and an 18 month-old Tg2576 mouse treated for six months with the centrally active ACE inhibitor captopril (Tg-18mo-ACEI); bar: 200 μm; (**b**) Quantitative assessment of hippocampal Aβ plaque area (±s.d., *n* = 4 mice/group; ^A,B^*p* < 0.001 *vs.* Tg-12mo; ^C^*p* < 0.01 *vs.* Tg-18mo; ANOVA and Tukey’s Multiple Comparison Test).

**Figure 2:**
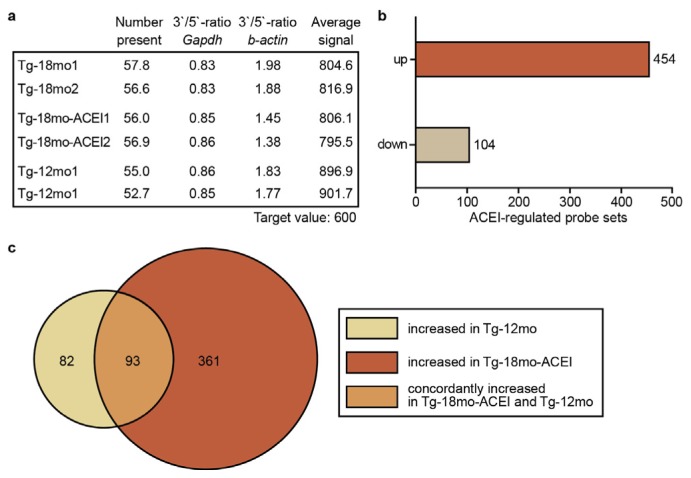
Whole genome microarray gene expression profiling of hippocampal genes of AD mice. (**a**) Hippocampal whole genome microarray gene expression profiling of 18 and 12 month-old Tg2576 (Tg-18mo and Tg-12mo) mice without or with ACE inhibitor (ACEI) treatment by captopril for six months. Hippocampal RNA from four mice was pooled for one gene chip, and two gene chips are presented for each group; (**b**) Number of significantly different probe sets of 18 month-old captopril-treated Tg2576 mice compared to untreated 18 month-old Tg2576 mice with *p* ≤ 0.01, and ≥+2-fold (up) or ≤ −2-fold (down) difference; (**c**) The Venn diagram illustrates that more than 53% (*i.e.*, 93 probe sets) of significantly increased hippocampal genes of 12 month-old Tg2576 mice compared to 18 month-old Tg2576 mice, showed concordant up-regulation in ACEI-treated 18 month-old Tg2576 mice.

**Figure 3:**
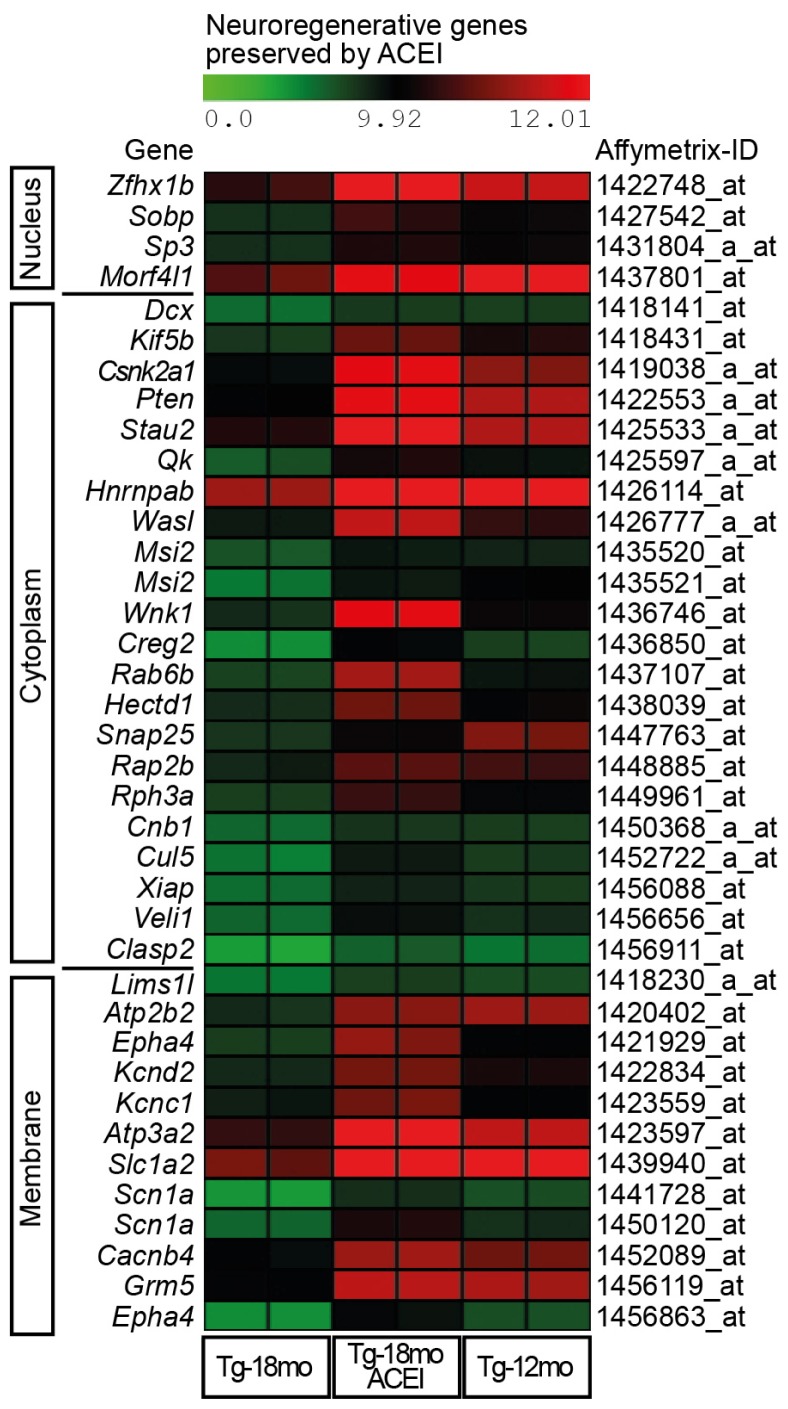
Captopril prevented the AD-related down-regulation of hippocampal genes involved in neuronal regeneration and cognition. A heat map visualizes signal intensities (log2-transformed data, centered to the median value) of significantly different probe sets of hippocampal genes involved in neuronal regeneration and cognition, which were down-regulated during Aβ plaque accumulation of 18 month-old Tg2576 mice and preserved by treatment with the ACE inhibitor (ACEI) captopril. Probe sets of 12 month-old Tg2576 mice are also shown to illustrate pre-treatment condition. Analysis of variance with *p*-values is presented as Table S5.

**Figure 4:**
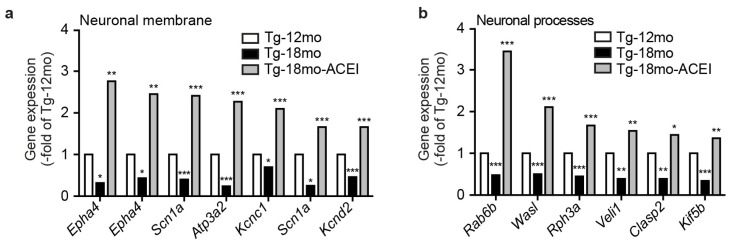

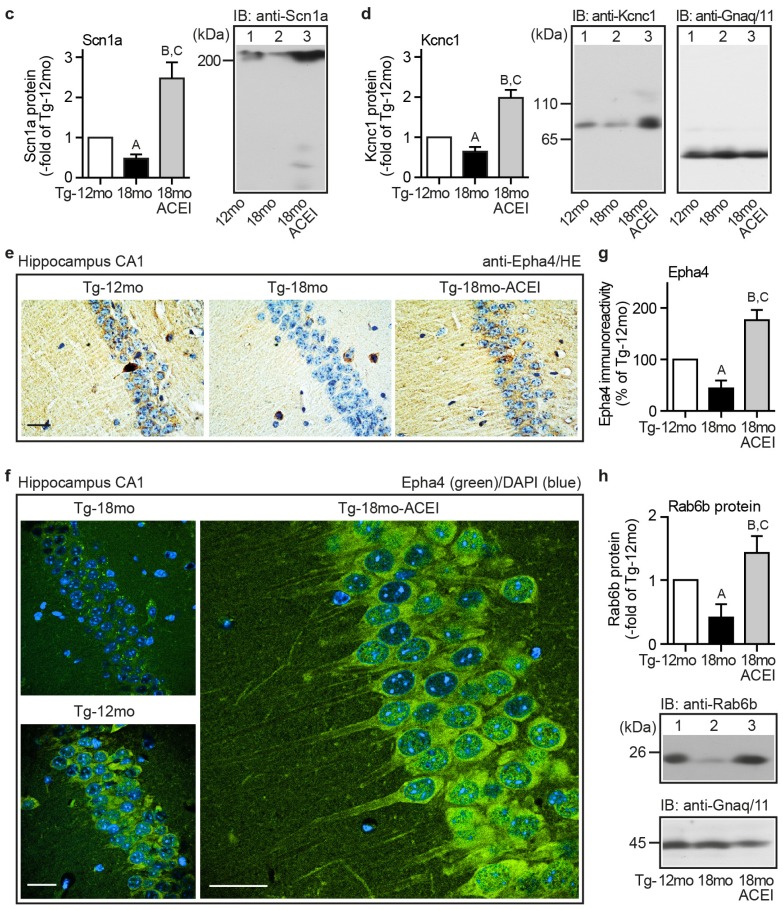
ACE inhibition promoted signs of neuronal regeneration and up-regulated the expression of genes involved in the formation of neuronal membrane and neuronal processes. (**a,b**) Microarray gene expression data of hippocampal genes categorized by gene ontology (GO) terms “neuronal membrane” (**a**), and “neuronal processes” (**b**), which were up-regulated by captopril treatment over the expression level of untreated 12 month-old Tg2576 controls (***p < 0.001, **p < 0.01 and *p < 0.05 *vs.* Tg-12mo; ANOVA and Tukey’s Multiple Comparison Test, no false discovery correction; the average signal intensity from two gene chips is presented as -fold of Tg-12mo, with RNA pooled from four mice for one gene chip). The following probe sets were identified: 1456863_at (*Epha4*), 1421929_at (*Epha4*), 1450120_at (*Scn1a*), 1423597_at (*Atp3a2*), 1423559_at (*Kcnc1*), 1441728_at (*Scn1a*), 1422834_at (*Kcnd2*), 1437107_at (*Rab6b*), 1426777_a_at (*Wasl*), 1449961_at (*Rph3a*), 1456656_at (*Veli1*), 1456911_at (*Clasp2*), 1418431_at (*Kif5b*); (**c**,**d**) Immunoblot detection of hippocampal protein level of Scn1a (**c**) and Kcnc1 (**d**). Left panels show quantitative data evaluation (±s.d.; *n* = 4 mice/group; ^A^*p* < 0.05 (**c**), ^A^*p* < 0.01 (**d**), and ^B^*p* < 0.001 *vs.* Tg-12mo (**c**,**d**); ^C^*p* < 0.001 *vs.* Tg-18mo (**c**,**d**); ANOVA and Tukey’s Multiple Comparison Test). Middle/right panels show a representative immunoblot experiment; (**e**) Immunohistological detection of Epha4 in hippocampal CA1 neurons of an 18 month-old captopril-treated (ACEI) Tg2576 mouse compared to untreated 18 month-old (Tg-18mo) and 12 month-old (Tg-12mo) Tg2576 mice. Nuclei were stained with hematoxylin (HE), bar 25 μm; (**f**) Immunofluorescence detection of Epha4 with Epha4-specific antibodies (green) in hippocampal CA1 neurons of an 18 month-old captopril-treated (ACEI) Tg2576 mouse compared to untreated 18 month-old and 12 month-old Tg2576 (Tg) mice. Nuclei were stained with DAPI (blue), bar 25 μm. Immunohistological (**e**) and immunofluorescence (**f**) experiments are representative of four mice/group; (**g**) Hippocampal Epha4 content from different groups of Tg2576 mice was quantified by direct binding assay with anti-Epha4 antibodies followed by detection with ^125^I-labeled secondary antibodies (±s.d.; *n* = 4 mice/group; ^A^*p* < 0.01 and ^B^*p* < 0.001 *vs.* Tg-12mo; ^C^*p* < 0.001 *vs.* Tg-18mo; ANOVA and Tukey’s Multiple Comparison Test); (**h**) Immunoblot detection of hippocampal Rab6b protein of the different treatment groups. The upper panel shows quantitative data evaluation (±s.d.; *n* = 4 mice/group; ^A^*p* < 0.01 and ^B^*p* < 0.05 *vs.* Tg-12mo; ^C^*p* < 0.001 *vs.* Tg-18mo; ANOVA and Tukey’s Multiple Comparison Test), and middle and lower panels show a representative immunoblot experiment.

**Figure 5:**
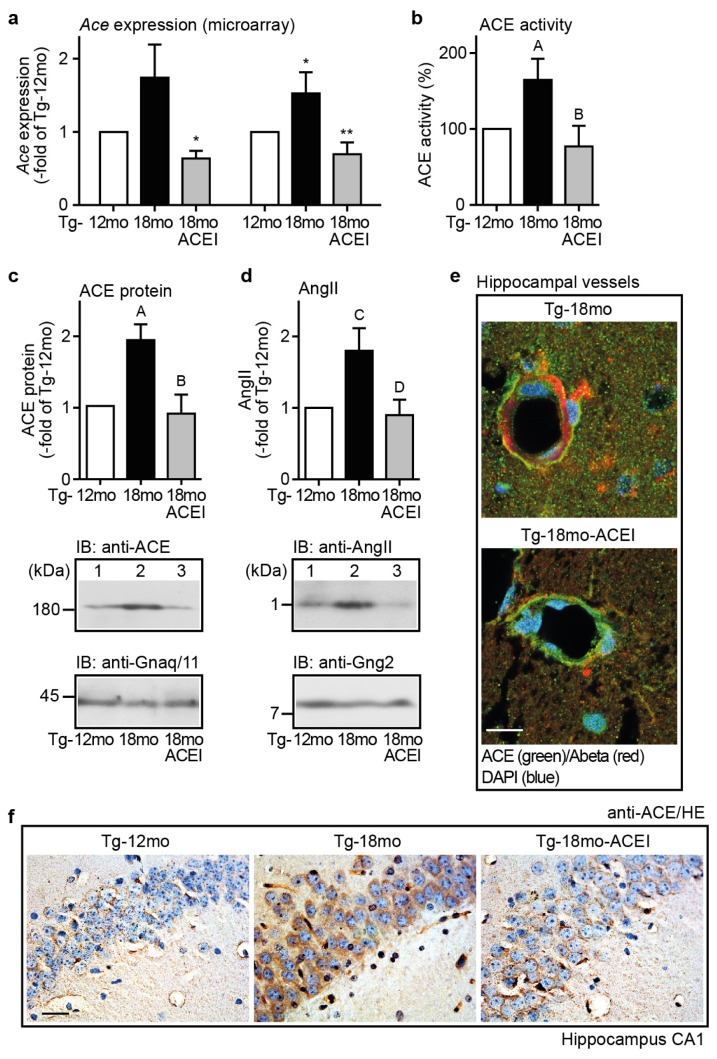
Captopril prevented the up-regulation of ACE and reduced the hippocampal angiotensin II level of AD mice. (**a**) Microarray gene expression data of *ACE* gene expression (±s.d.; *n* = 2 gene chips/group, with RNA from four mice pooled for one gene chip; *p < 0.05 for Affymetrix ID 1427034_at (left), and **p < 0.01 for Affymetrix ID 1451911_a_at (right), *vs.* Tg-18mo; *p < 0.05 for Affymetrix ID 1451911_a_at, *vs.* Tg-12mo; ANOVA and Tukey’s Multiple Comparison Test); (**b**) Hippocampal ACE activity of 18 month-old Tg2576 (Tg) mice was normalized by captopril (ACEI) treatment (±s.d.; *n* = 4 mice/group; ^A^*p* < 0.01 *vs.* Tg-12mo; ^B^*p* < 0.001 *vs.* Tg-18mo; ANOVA and Tukey’s Multiple Comparison Test); (**c**,**d**) Quantitative immunoblot analysis of ACE protein level (**c**), and angiotensin II peptide level (**d**) of different groups of AD mice (±s.d.; *n* = 4 mice/group; ^A^*p* < 0.001 *vs.* Tg-12mo, ^B^*p* < 0.001 *vs.* Tg-18mo (**c**), and ^C^*p* < 0.01 *vs.* Tg-12mo, ^D^*p* < 0.001 *vs.* Tg-18mo (**d**); ANOVA and Tukey’s Multiple Comparison Test); (**e**) Immunofluorescence analysis with anti-ACE and anti-Aβ antibodies revealed vascular localization of ACE (green) and Aβ (red) in hippocampal vessels of untreated and treated 18 month-old Tg2576 mice. Nuclei were stained with DAPI (blue; bar 25 μm); (**f**) Immunohistological detection of ACE in hippocampal CA1 neurons of 12 and 18 month-old Tg2576 (Tg) mice treated without or with captopril (ACEI). Nuclei were stained with hematoxylin (HE), bar: 25 μm. Immunofluorescence (**e**) and immunohistological (**f**) data are representative of four mice/group.

**Figure 6:**
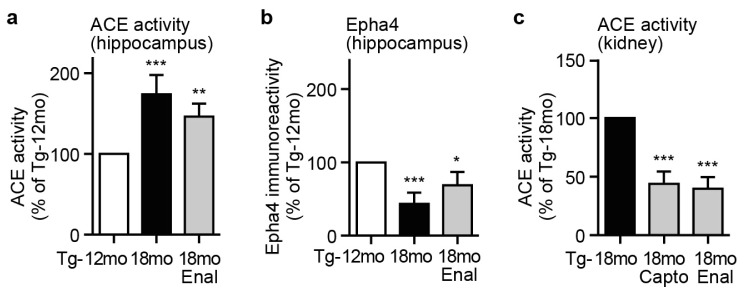
Treatment of AD mice with a predominantly peripheral-acting ACE inhibitor. (**a**) Hippocampal ACE activity of 12 and 18 month-old Tg2576 mice treated without or with enalapril (Enal) for six months (±s.d.; *n* = 4 mice/group; ***p < 0.001 and ^**^p < 0.01 *vs.* Tg-12mo; ANOVA and Tukey’s Multiple Comparison Test); (**b**) Hippocampal Epha4 content of Tg2576 mice treated without or with enalapril (Enal) was determined by direct binding assay with anti-Epha4 antibodies followed by detection with ^125^I-labeled secondary antibodies (±s.d.; *n* = 4 mice/group; ***p < 0.001 and *p < 0.05 *vs.* Tg-12mo; ANOVA and Tukey’s Multiple Comparison Test); (**c**) Comparable peripheral ACE inhibition by enalapril and captopril was shown by renal ACE activity measurement of Tg2576 mice treated for six months with captopril (Capto) or enalapril (Enal) as indicated (±s.d.; *n* = 4 mice/group; ***p < 0.001 *vs.* Tg-18mo; ANOVA and Tukey’s Multiple Comparison Test).

**Figure 7:**
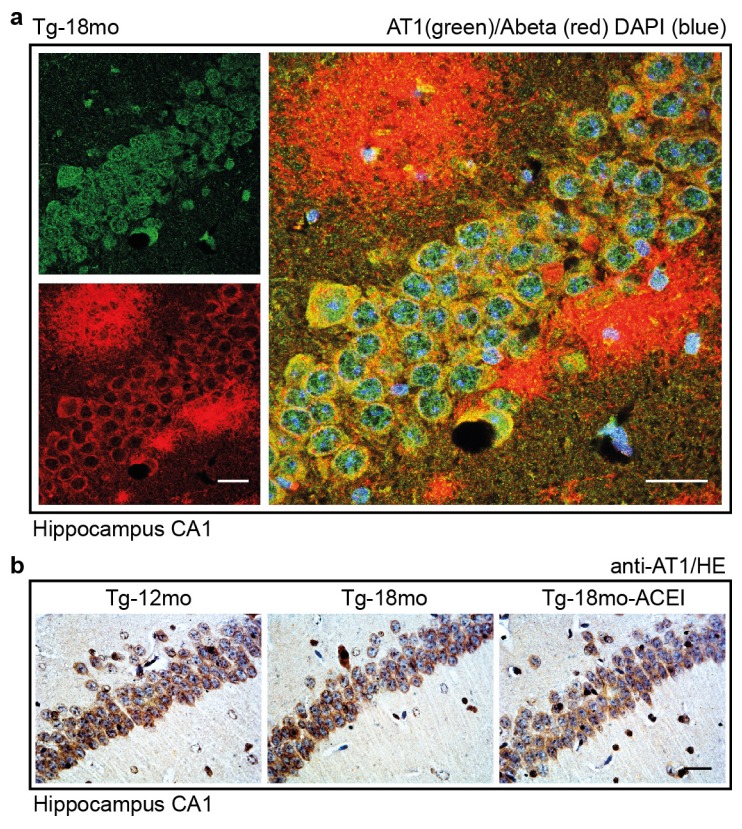

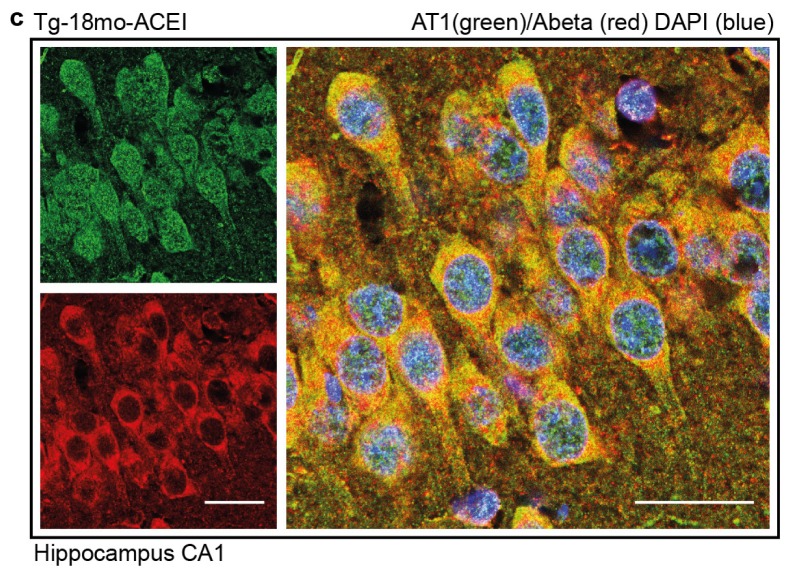
Co-localization of the AT1 receptor with Aβ in hippocampal neurons of AD mice. (**a**) Immunofluorescence localization of AT1 (green) and Aβ (red) in hippocampal neurons of an untreated 18 month-old Tg2576 (Tg) mouse. Nuclei were stained with DAPI (blue), bar: 25 μm; (**b**) Immunohistological detection of AT1 in the hippocampus of 12 month-old, and 18 month-old Tg2576 (Tg) mice treated without or with the ACE inhibitor (ACEI) captopril as indicated. Nuclei were stained with hematoxylin, HE (bar: 25 μm); (**c**) Immunofluorescence analysis revealed cytosolic Aβ of AT1-positive CA1 neurons of an 18 month-old captopril-treated (ACEI) Tg2576 mouse. Intact neuronal processes of AT1-positive neurons could reflect the neuroregenerative activity of captopril. Nuclei were stained with DAPI (blue), bar 25 μm. Immunofluorescence (**a**,**c**) and immunohistological (**b**) data are representative of four mice/group.

**Figure 8:**
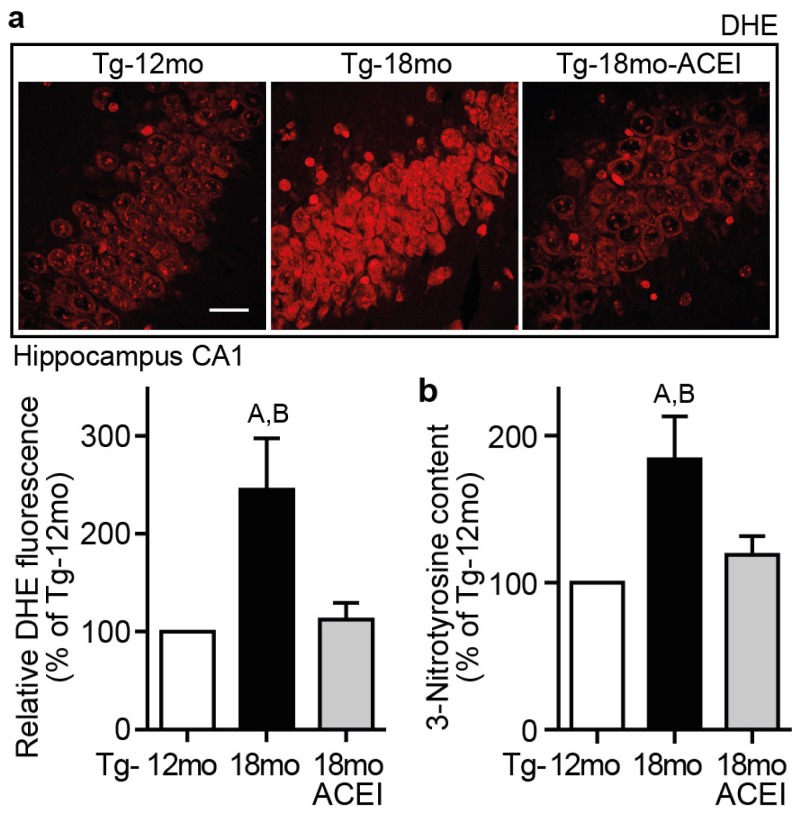
Captopril treatment reduced hippocampal ROS and protein oxidation. (**a**) Increased superoxide generation of 18 month-old Tg2576 (Tg-18mo) mice was normalized by captopril (ACEI) treatment as determined by dihydroethidium staining (DHE) of hippocampal sections, bar: 25 μm. The lower panel presents relative DHE fluorescence levels (±s.d.; *n* = 4 mice/group; ^A,B^*p* = 0.001 *vs.* Tg-12mo and Tg-18mo-ACEI; ANOVA and Tukey’s Multiple Comparison Test); (**b**) The increase in hippocampal 3-nitrotyrosine content of 18 month-old Tg2576 mice (Tg-18mo) was prevented by captopril (±s.d.; *n* = 4 mice/group; ^A^*p* < 0.001 *vs.* Tg-12mo and ^B^*p* < 0.01 *vs.* Tg-18mo-ACEI; ANOVA and Tukey’s Multiple Comparison Test).

**Figure 9:**
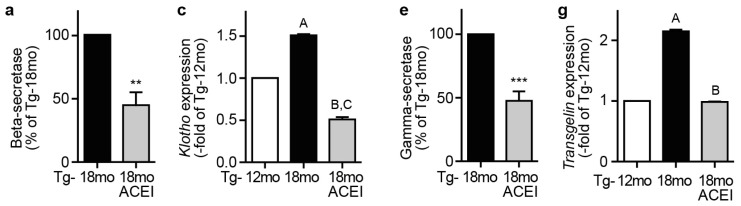

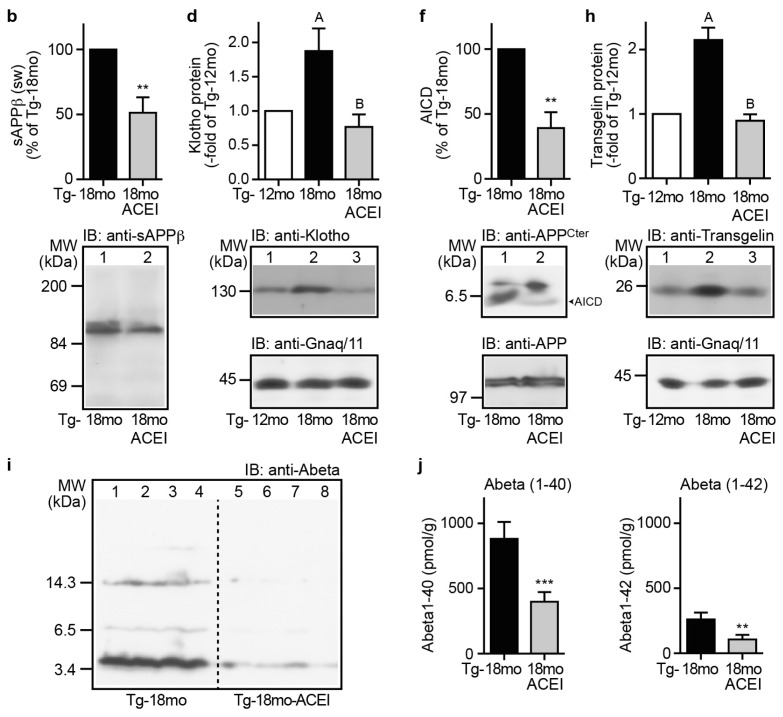
Captopril treatment reduced markers of amyloidogenic processing of APP. (**a**) Hippocampal β-secretase activity of 18 month-old Tg2576 mice treated without or with captopril (ACEI) for six months as indicated (±s.d.; *n* = 4 mice/group; **p = 0.0019); (**b**) Hippocampal content of sAPPβ (sw) of 18 month-old Tg2576 mice (Tg-18mo) treated without or with captopril (ACEI) for six months was determined by immunoblot with sAPPβ (sw)-specific antibodies (±s.d.; *n* = 4 mice/group; **p = 0.0038); (**c**) Hippocampal microarray gene expression data of *Klotho* (Affymetrix ID: 1423400_at; ±s.d.; *n* = 2 gene chips/group with RNA from four mice pooled for one gene chip; ^A,B^*p* < 0.01 *vs.* Tg-12mo; ^C^*p* < 0.001 *vs.* Tg-18mo; ANOVA and Tukey’s Multiple Comparison Test); (**d**) Determination of hippocampal Klotho protein level by quantitative immunoblotting (±s.d.; *n* = 4 mice/group; ^A^*p* < 0.001 *vs.* Tg-12mo and ^B^*p* < 0.001 *vs.* Tg-18mo; ANOVA and Tukey’s Multiple Comparison Test); (**e**) Hippocampal γ-secretase activity of 18 month-old Tg2576 mice treated without or with captopril (ACEI) for six months as indicated (±s.d.; *n* = 4 mice/group; ***p = 0.0008); (**f**) Immunoblot quantification of hippocampal AICD content of 18 month-old Tg2576 mice (Tg-18mo) treated without or with captopril (ACEI) for six months (±s.d.; *n* = 4 mice/group; **p = 0.0021). Middle and lower panels show representative immunoblot detections of AICD and APP; (**g**) Hippocampal microarray gene expression data of *Transgelin* (Affymetrix ID: 1423505_at; ±s.d.; *n* = 2 gene chips/group with RNA from four mice pooled for one gene chip; ^A^*p* < 0.05 *vs.* Tg-12mo; and ^B^*p* < 0.05 *vs.* Tg-18mo; ANOVA and Tukey’s Multiple Comparison Test); (**h**) Determination of hippocampal Transgelin protein level by quantitative immunoblotting (±s.d.; *n* = 4 mice/group; ^A^*p* < 0.001 *vs.* Tg-12mo and ^B^*p* < 0.001 *vs.* Tg-18mo; ANOVA and Tukey’s Multiple Comparison Test); (**i**) Immunoblot detection of Aβ peptides in guanidine-extracted hippocampal tissue of 18 month-old Tg2576 (Tg-18mo) mice treated without or with captopril (ACEI) for six months (*n* = 4 mice/group); (**j**) Quantitative determination of SDS-insoluble hippocampal Aβ^1-40^ and Aβ^1-42^ content of 18 month-old Tg2576 (Tg-18mo) mice treated without or with captopril (ACEI) for six months (±s.d.; *n* = 4 mice/group; ***p = 0.0006 and **p = 0.0029).

**Figure 10:**
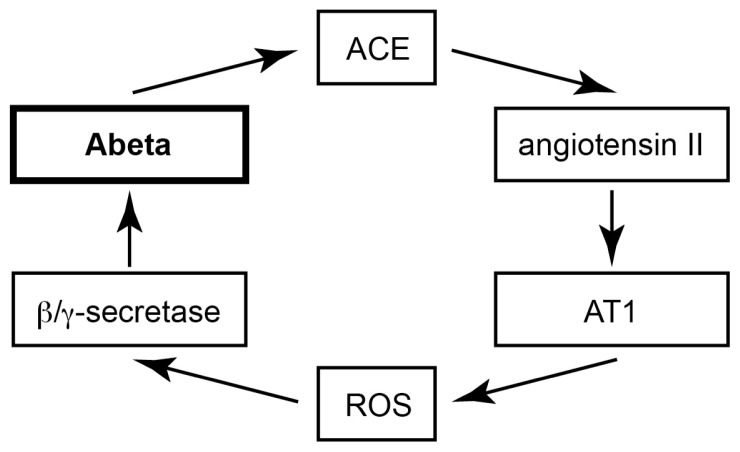
ACE seems to be part of a vicious cycle of angiotensin II-AT1-dependent Aβ generation.

## Supplementary Files

Supplementary File 1 Supplementary1 (XLS, 2289 KB)

Supplementary File 2 Supplementary2 (XLS, 2160 KB)

Supplementary File 3 Supplementary3 (XLS, 2182 KB)

Supplementary File 4 Supplementary4 (XLS, 74 KB)

Supplementary File 5 Supplementary5 (XLS, 47 KB)

How the deposited data were processed for this re-analysis (not part of the article)

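The data are hippocampal expression profiles of male Tg2576 mice on 6 Affymetrix MG430 2.0 chips, 2 for each of 3 groups, untreated mice of 18 months, captopril-treated mice of 18 months and untreated mice of 12 months. RNA of 4 mice was pooled for each chip. A group holds 8 mice if its 2 chips carry different pools, which the paper does not state. The intensity values are those the authors deposited: 1 linear signal per probe set and chip, made with the Affymetrix software named in the methods and scaled there to a target value of 600. On every chip the mean after trimming 2 percent of the probe sets at each end was 600, which was checked in the deposited values. Detection calls and raw image data are not used here, nor are the RMA values that the methods mention. Of 45101 probe sets, 64 controls were left out of the tests and kept as a record of chip quality. A probe set was tested when its mean signal reached 100 in 1 or more groups, which left 23262, 21122 of them with 1 gene symbol, 546 with several and 1594 with none.
Log2 signals of the 6 chips were fitted in 1 model with 3 group means (R 4.3.3, limma 3.58.1, lmFit and eBayes with an intensity trend in the prior variance), with 3 residual and 5.37 prior degrees of freedom. The 3 comparisons were captopril-treated against untreated mice of 18 months, mice of 12 months against untreated mice of 18 months, and captopril-treated mice of 18 months against mice of 12 months. P-values were adjusted over all probe sets tested (Benjamini-Hochberg, 0.05). The study's thresholds were counted beside this, an unadjusted p of 0.01 or less from limma, a 2-fold difference and a mean signal of at least 100 in 1 of the 2 groups. The test was tested on simulated data, in which known changes were planted. It recovered 24 of 67 changes of 1.5-fold, 55 of 67 of 2-fold and 61 of 66 of 4-fold, with 4 false calls among 23262 probe sets. The t-test of the study's methods after adjustment recovered 0, 0 and 1. With captopril, 3690 and 4125 probe sets passed in the data, far more than were planted. The recovered shares therefore need not hold for the data. There the t-test passed 79 and 39 after adjustment, and the study itself used no adjustment.
For 30 lists (579 genes, repeats included), each gene was represented by its probe set with the highest mean signal. A list was tested with camera at a preset correlation of 0.01, adjusted over the 30 lists. The lists were written before the data were examined, as were the model, the thresholds, the alternatives and the rule for naming genes, but after Tables S1 to S5 of the study had been read, so genes in those tables count as seen. The rule names the probe sets named in the study, the 38 of Table S5 as a group with examples, and all other probe sets of those genes. It also names, per comparison, the 10 largest rises and the 10 largest falls past an adjusted p of 0.05 whose chips do not overlap between groups and that carry 1 symbol, and from each list the 4 members with the largest absolute difference, with the brightest member for cell types.
Overlaps between the comparisons with untreated mice were set against 100 simulated draws in which unchanged groups share the same 2 untreated chips, whose lists held at most 16 and 18 higher probe sets, too few to test a count. The alternatives were 32 added to each signal, no filter on low signals, a mean over all chips of at least 200, quantile normalization, each chip divided by its median, only the 2 groups compared, the replicate number as a block, no intensity trend in the prior variance, the test of the study's methods on linear and on log2 signals, and each chip left out in turn. A fit with 1 untreated chip for each comparison, in both assignments, was added after the results were seen, with 1 list shuffled 1000 times within 100 classes of signal and spread. For lists, the mean of all probe sets of a gene, the mean of its plain probe sets (no _a, _s or _x suffix) and an estimated correlation in camera were used as well. Figures were drawn with matplotlib 3.10.9 from tables read with pandas 2.3.3 in Python 3.11.15.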

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

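The tests on neighbouring genes at 12 months and on cerebellar genes were chosen only after the results they concern were seen. So were the fits with 1 untreated chip for each comparison, and the other tests were not.
These results stand out because the signals differed between the groups and the paper, which describes the Gapdh 3′/5′ ratio, does not discuss the choroid plexus, the 18S, poly-A and hybridisation controls or the probe sets apart at 12 months. The choroid plexus list fell with captopril, with a median log2 difference of -1.96, and 16 of its 27 genes are Klotho, Ace or members of Table S2, which the paper lists. The poly-A controls were 2.27-fold higher with captopril and 6.45-fold higher at 12 months than in untreated mice of 18 months, and the hybridisation controls were 2.30-fold higher at 12 months. The 18S 3′ probe set was 5.07-fold higher in untreated mice of 18 months than with captopril and 5.03-fold higher than at 12 months, while the 5′ probe set was 1.89-fold and 1.13-fold higher and the middle one 3.13-fold and 2.01-fold. In mice of 12 months, 42 probe sets were at least 4-fold apart from both groups of 18 months. Most of them had a mean signal under 100 at 12 months. Gabra6 rose with captopril by 3.73 on the log2 scale.
The falls of Klotho and Ace with captopril came with those of other choroid plexus genes, so less choroid plexus in the captopril-treated dissections is a candidate explanation. The full list had a median log2 difference of -1.96, but it was written after Table S2 had been read. The 11 genes of the list outside Klotho, Ace and Table S2 had -0.94 (quartiles -2.33 to -0.63), with 9 lower and 0 higher, and leaving out Table S2 takes away genes that fell at least 2-fold on these chips, so neither value decides against the bound of -1 set for this explanation. The median of the 11 at 12 months was 0.0185 from untreated mice, whereas Klotho and Ace were lower at 12 months. That comparison holds no captopril-treated dissection and does not bear on this explanation. With captopril against 12 months, the 11 had a median of -0.93, with 9 lower and 0 higher. Ttr, among the brightest signals of the chip, had -0.50, -0.22, -0.03 and 0.05 on its probe sets with captopril. The question stays open. For Transgelin, the full list of 13 smooth muscle and pericyte genes had a median of -0.61, past a bound of -0.5. That list holds Transgelin itself and Acta2, which Table S2 lists, so its median partly restates the fall. The test used the 11 without them, which had -0.49, not past the bound, so this question stays open too. These 11 had a median of -0.35 at 12 months from untreated mice, with 6 lower and 0 higher, and of -0.04 for captopril against 12 months. Transgelin had -1.15 and 0.01, which in direction goes with fewer such cells and leaves lower transcription open. In size its fall with captopril, -1.14, lay outside the quartiles of the 11, -0.70 to -0.32. Less meninges in these dissections is a further candidate. Genes of meninges and fibroblasts fell with captopril as well, with a median of -0.87. At 12 months, however, they had 0.49 from untreated mice, with 10 higher and 1 lower, and captopril against 12 months gave -1.15. In these last comparisons they did not move with Transgelin. Fewer cells and lower transcription in the same cells under captopril look alike in RNA from whole tissue.
The rises with captopril may in part reflect RNA quality or labelling, since the 18S 3′, poly-A and β-actin 3′/5′ values differed between the same groups of chips. For 504 genes with a probe set called higher at the study's thresholds, 1051 other probe sets not called had a median log2 difference of 0.11 (95% bootstrap interval 0.0790 to 0.143, 2000 resamples), under the bound of 0.3 set for this explanation, with 300.0 higher and 99 lower. Leaving out every called probe set lowers this median by construction, so 0.11 by itself decides nothing against the bound. With called ones included the other probe sets had a median of 0.21, and the brightest probe sets of 509 such genes, called or not, had 0.12. Called probe sets had a median signal of 311 and the brightest 1536. The brightest is the highest by definition, so these signals do not bear on RNA quality or labelling. For 195 genes called lower, 102 other probe sets not called had a median of -0.36, with 43 lower and 8 higher. A change of transcript ends or isoforms under captopril would give the same pattern and was not tested.
Of the 42 probe sets apart at 12 months, 41 were lower there and 1 higher, in 39 genes, among them Rpl7l1, Prune2, Mndal, Xpr1 and H2-T24. Most had a mean signal under 100 at 12 months, which does not determine the size of a log2 difference. With 32 added to each signal, Mndal (-1.47 and -1.68), Tnnt2 (-1.72) and 2610316D01Rik (1.48) fell under 4-fold against untreated mice of 18 months. Rpl7l1, Tnni1, Prune2, S100a8, Ptdss2 and Xpr1 (1437958_at) did not. For captopril-treated mice against 12 months, S100a8 (1.80), H2-T24 (1.87) and Xpr1 on 1426053_a_at (1.86) fell under 4-fold with 32 added. So did Tnnt2 (1.86) and 2610316D01Rik (-1.74). Rpl7l1 (2.83), Prune2 (4.90), Mndal (2.64 and 2.52), Gabra6 (2.58) and Xpr1 on 1437958_at (2.25) stayed past 4-fold there. The count of 42 was not repeated with 32 added. A strain variant carried by the 12 month-old cohort is a candidate explanation, and its test counts neighbours within 10 measured genes on a chromosome. There were 5 such pairs, against a median of 1 and a highest value of 6 in 10000 random draws, and a share of 0.0053 of the draws was as high. The pairs, named after they were seen, are Tnni1 with Tnnt2, Ier5 with Xpr1, Abcc10 with Dnph1, Dnph1 with Cul9, and Clec7a with Smim10l1. They rest on the same low signals, Tnnt2 included, and were not counted again with 32 added. Age itself is the biological alternative and is not separated from cohort in this design, and Clec7a is also a gene of plaque-associated microglia.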

How the results depend on the processing

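The fits with 1 untreated chip for each comparison were chosen only after the results were seen, and the other alternatives were not. With n = 2 chips of pooled RNA per group, the limit is the spread between chips, and signals under 100, the limit of the study, lie nearest to the background, where log2 differences vary most between chips. Where a value changed, the cause was not tested, apart from the smaller number of probe sets under the filter at 200.
With 32 added before log2, the count at the study's thresholds was 153 in place of 247 lower with captopril, 272 in place of 414 higher at 12 months, and 136 in place of 208 higher in both. With a mean over all chips of at least 200, these counts were 464 and 122 (higher and lower) with captopril in place of 706 and 247, 250.0 and 373 at 12 months in place of 414 and 598, and 283 and 134 for captopril against 12 months in place of 478 and 288. With each chip divided by its median, captopril against 12 months gave 3322 higher and 6238 lower at an adjusted p under 0.05 in place of 5193 and 4129, and 317 and 435 at the study's thresholds.
With the test of the study's methods on linear signals, the counts higher and lower at an adjusted p under 0.05 were 79 and 39 with captopril, 560.0 and 636 at 12 months, and 118 and 134 for captopril against 12 months. At the study's thresholds they were 451 and 104, 174 and 270.0, and 218 and 130.0, and higher in both were 92, or 27 at an adjusted p under 0.05. The paper's figure legends give another test for the probe sets it names, over all 3 groups. That one was not run here, so how these probe sets fare in it is not known. With the 2-group test of the methods, after adjustment, 32 of 51 results on these probe sets lost their call, and 41 on log2 signals. The log2 differences with captopril were -1.43 and -1.14 for Ace, -1.56 for Klotho and -1.14 for Transgelin, with adjusted p of 0.144, 0.0779, 0.0603 and 0.0520. On log2 signals, that test gave 44 and 27 with captopril, 495 and 564 at 12 months, and 9 and 13 for captopril against 12 months, with 435 and 111, 180.0 and 250.0, and 195 and 132 at the study's thresholds. Higher in both were 98, or 16 at an adjusted p under 0.05. Ace then had -1.45 and -1.14, Klotho -1.56 and Transgelin -1.14, with adjusted p of 0.149, 0.0812, 0.0556 and 0.0525. Over all alternatives the adjusted p of these 4 ranged from 0.00064 to 0.149, from 0.00072 to 0.0812, from 1.6e-06 to 0.0603 and from 0.00042 to 0.0525.
Under quantile normalization, the median of captopril against 12 months was 0.00932 for APP processing (in place of -0.19) and 0.0206 for housekeeping controls (in place of -0.21). With the mean of all probe sets of a gene, the median for glutamate receptors and postsynapse with captopril was 0.21 (in place of -0.03), and that of captopril against 12 months for APP processing was 0.0265. With plain probe sets these were 0.18 and 0.10. With an estimated correlation in camera, 0 lists passed in each comparison, where 13, 6 and 11 had passed, and the smallest adjusted p were 0.064, 0.459 and 0.059. Some estimates lay under the preset 0.01, such as choroid plexus (-0.035), smooth muscle (-0.036), interneurons (-0.039) and meninges (0.0006). A higher correlation does not account for the lost calls of these lists. Others lay above it, such as ribosomal proteins (0.40) and oxidative phosphorylation (0.33).
Leaving out 1 chip at a time (the lone chip is assumed to vary like the others), the count with captopril at an adjusted p under 0.05 ranged from 2254 to 4027 higher and from 2088 to 4594 lower, and the count higher in both from 1387 to 2075. At the study's thresholds the ranges were 642 to 717, 198 to 265 and 197 to 233. Replicate numbers do not pair the chips: the differences between replicates 1 and 2 correlated at -0.03, 0.03 and -0.05 between groups. With the replicate number as a block (replicate block), 709 were higher and 255 lower with captopril at the study's thresholds, and 1 list passed no longer, housekeeping controls for captopril against 12 months (adjusted p = 0.055). With replicate 1 of the untreated chips against captopril and replicate 2 against 12 months, a fit with 2 residual degrees of freedom, 1287 probe sets were higher in both at an adjusted p under 0.05 in place of 2138, and with the chips exchanged 1352. At the study's thresholds they were 194 and 171 in place of 208. The other alternatives kept every count within 1.5 times.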

Differences from the paper's values

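The fits with 1 untreated chip for each comparison were chosen only after the results were seen, and every other alternative named was set before the data were examined.
At the study's thresholds, with p from limma, 706 probe sets were higher with captopril, against the paper's 454. Settings with a value within 1.5 times the paper's were 32 added before log2 (562), a mean over all chips of at least 200 (464), no intensity trend in the prior variance (674), the test of the study's methods on linear signals (451) and on log2 signals (435), and the fits without Tg-18mo-ACEI replicate 1 (669) and without Tg-18mo-ACEI replicate 2 (642). It stayed apart with no filter on low signals (708), quantile normalization (701), each chip divided by its median (696), only the 2 groups compared (719), the replicate block (709), and without Tg-18mo replicate 1 (712), Tg-18mo replicate 2 (704), Tg-12mo replicate 1 (717) and Tg-12mo replicate 2 (716), and with untreated replicate 1 alone (696) or replicate 2 alone (706), chosen after the values were seen.
Lower with captopril were 247, against the paper's 104. Within 1.5 times lay 32 added (153), the mean of at least 200 (122) and the test of the study's methods on linear (104) and log2 signals (111). All others stayed apart: no filter (246), quantile normalization (221), each chip divided by its median (252), only the 2 groups (263), the replicate block (255), no trend (227) and the leave-one-out fits (198 to 265).
Higher at 12 months were 414, against the paper's 175. Within 1.5 times lay the mean of at least 200 (250.0) and the test of the study's methods on linear (174) and log2 signals (180.0). Apart stayed 32 added (272), no filter (409), quantile normalization (503), each chip divided by its median (601), only the 2 groups (403), the replicate block (412), no trend (388), the leave-one-out fits (402 to 435) and, chosen after the values were seen, untreated replicate 2 alone (430.0) or replicate 1 alone (398).
Higher in both were 208, against the paper's 93. Within 1.5 times lay 32 added (136) and the test of the study's methods on linear (92) and log2 signals (98). Apart stayed no filter (208), the mean of at least 200 (152), quantile normalization (245), each chip divided by its median (262), only the 2 groups (198), the replicate block (208), no trend (194), the leave-one-out fits (197 to 233) and, chosen after the values were seen, 1 untreated chip for each comparison (194 with replicate 1 against captopril, 171 with replicate 2).
The paper's own probe sets were called at these thresholds in 450 of 454 cases for Table S1, 98 of 104 for Table S2, 174 of 175 for Table S3 and 93 of 93 for Table S4. With the test of the study's methods on linear signals it was 449, 103 and 174 for Tables S1 to S3. That test called 451, 104 and 174 in all, so it gave nearly the same lists as the paper. A count within 1.5 times under another setting does not show this.
The paper states that the genes it shows by function were higher with captopril than at 12 months as well. Its test for these genes, over all 3 groups, was not run here and carried no false discovery correction, so tests and thresholds differ. For Clasp2 the log2 difference from 12 months was 0.53 with an adjusted p of 0.057 and an unadjusted p of 0.024 from limma, while 12 of the 13 probe sets passed after adjustment. Clasp2 passed with 32 added (0.45, adjusted p = 0.040), only the 2 groups compared (0.037) and no intensity trend in the prior variance (0.024), and its adjusted p ranged from 0.024 to 0.258 over all alternatives. Of the 38 probe sets of Table S5, 37 are also in Table S4, and Kcnc1 is the exception, with a log2 difference of 0.52 at 12 months from untreated mice of 18 months.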

Other observations

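The test on cerebellar genes and the fits with 1 untreated chip for each comparison were chosen only after the results they concern were seen, and the genes Pcp2, Cbln3, Car8, Cbln1, Zic1, Zic2, Ppp1r17, Fat2, En2 and Barhl1 are named after their values were seen.
In captopril-treated mice of 18 months, Prune2 was higher than in mice of 12 months by 5.80 on the log2 scale, or 4.90 with 32 added to each signal. Mndal, an interferon-inducible DNA-binding protein, was higher by 6.61 and 5.18 on its probe sets, or 2.64 and 2.52 with 32 added, and Rpl7l1 and Gabra6 by 6.32 and 6.21, or 2.83 and 2.58. Mndal was at 4.29 and 0.81 and at 10.99 and 2.46 on the chips of 12 months, and 19 of the 20 probe sets with the 10 highest and the 10 lowest differences had a mean under 100 in 1 of the 2 groups, so that their order is not determined. Tnnt2, S100a8, Xpr1 and H2-T24 were higher by 3.69 to 4.49. Cox8b, a subunit of cytochrome c oxidase, was at 108 with captopril and 1087 at 12 months (log2 difference -3.33, adjusted p = 1.9e-06). Sult1c2, Gnmt, Ncmap, Tmprss11a, 2610316D01Rik, Steap1, Serpina1b, Cldn3 and Slc4a5 were lower, with log2 differences from -4.90 to -3.17. In this comparison 5193 probe sets were higher and 4129 lower at an adjusted p under 0.05, and 478 (396 genes) and 288 (216 genes) at the study's thresholds. The share of higher ones was 55.7% as deposited, 50.2% after quantile normalization and 34.7% with each chip divided by its median, and 62.4%, 54.5% and 42.2% at the study's thresholds.
Against 12 months, lists were lower with captopril for the choroid plexus (24 of 27 genes, 25 when adjusted over the list alone, median -1.89, camera adjusted p = 6.6e-18, adjusted p = 0.059 with an estimated correlation) and for meninges and fibroblasts (17 of 19, also when adjusted over the list alone, median -1.15, camera adjusted p = 5.2e-13, adjusted p = 0.059 with an estimated correlation). Genes of glucocorticoid response were lower in 9 of 13 cases and higher in 1 (10 and 1 when adjusted over the list alone, median -0.79, camera adjusted p = 1.3e-05, adjusted p = 0.15 with an estimated correlation), and ependymal genes in 11 of 14 (also when adjusted over the list alone, median -0.55, camera adjusted p = 4.5e-05, adjusted p = 0.18 with an estimated correlation). Oxidative phosphorylation and ribosomal proteins were lower in 26 of 28 and 17 of 19 genes, also when adjusted over the list alone (medians -0.46 and -0.68, camera adjusted p = 6.0e-16 and 5.2e-13, adjusted p = 0.26 with an estimated correlation for both), with medians of -0.09 and -0.10 under quantile normalization. Chromatin regulators rose in 12 of 20 genes (also when adjusted over the list alone, median 0.32, camera adjusted p = 0.00046, adjusted p = 0.26 with an estimated correlation), dentate granule genes in 9 of 16 with 1 lower (10 and 1 when adjusted over the list alone, median 0.41, camera adjusted p = 0.0019, adjusted p = 0.26 with an estimated correlation), and glutamate receptors in 8 of 17 (also when adjusted over the list alone, median 0.17, camera adjusted p = 0.018, adjusted p = 0.26 with an estimated correlation). APP processing genes were lower in 9 of 21 cases and higher in 3 (also when adjusted over the list alone, median -0.19, camera adjusted p = 0.036, adjusted p = 0.40 with an estimated correlation), and housekeeping controls were lower in 6 of 10 and higher in 2 (also when adjusted over the list alone, median -0.21, camera adjusted p = 0.045, adjusted p = 0.26 with an estimated correlation). Both turned under quantile normalization, to 0.01 and 0.02. The APP processing median also turned with the mean of all probe sets of each gene (0.03, camera adjusted p = 0.40). With plain probe sets it was 0.10 (camera adjusted p = 0.60). The APP processing call was lost without Tg-12mo replicate 2 (0.078), and the housekeeping call without Tg-18mo-ACEI replicate 1 (0.065), Tg-12mo replicate 1 (0.092) and Tg-12mo replicate 2 (0.071), with the replicate block (0.055) and with plain probe sets (0.34).
With captopril against untreated mice of 18 months, the other lists did not pass camera, and where no second count is given it was the same when adjusted over the list alone. Among brain cell types, endothelial genes rose in 3 and fell in 3 of 14 cases (median -0.13, camera adjusted p = 0.86), with Tek, an angiopoietin receptor, higher by 0.67. Astrocyte genes rose in 3 and fell in 5 of 15 (4 and 6 when adjusted over the list alone, median -0.10, 0.70), oligodendrocyte genes rose in 2 and fell in 5 of 12 (3 and 6 when adjusted over the list alone, median -0.13, 0.31), and microglia genes rose in 3 and fell in 5 of 15 (3 and 6 when adjusted over the list alone, median 0.00, 0.74). CA1 and CA3 genes rose in 2 and fell in 4 of 14 (median -0.10, 0.51), and genes of thalamus and striatum rose in 3 and fell in 5 of 15 (median -0.20, 0.14), with the striatal phosphoprotein Ppp1r1b lower by -1.12. The 1 measured red blood cell gene, Hbb-b2, had a log2 difference of 0.77 (adjusted p = 0.050, passing when adjusted over the list alone).
Synaptic vesicle genes rose in 2 and fell in 5 of 18 cases (median -0.09, camera adjusted p = 0.31), with Syn2 higher by 0.75. Glutamate receptor genes rose in 7 and fell in 2 of 17 (7 and 3 when adjusted over the list alone, median -0.03, mean 0.22, 0.26), with Nlgn1, a synaptic adhesion protein, higher by 1.79. With the mean of all probe sets of each gene, their median was 0.21 (camera adjusted p = 6.3e-05), and with plain probe sets 0.18 (5.0e-05). Genes of oxidative stress rose in 3 and fell in 5 of 16 (3 and 6 when adjusted over the list alone, median -0.13, 0.43), immediate early genes rose in 6 and fell in 10 of 19 (6 and 11 when adjusted over the list alone, median -0.42, 0.43), with Npas4 and Arc lower by -1.02 and -0.70, and clock genes rose in 2 and fell in 5 of 14 (median -0.10, 0.51), with Nr1d1 lower by -1.17. Ribosomal protein genes rose in 1 and fell in 3 of 19 (median -0.09, 0.14), nuclear noncoding RNAs rose in 1 and fell in 5 of 12 (2 and 7 when adjusted over the list alone, median -0.36, 0.073), and housekeeping controls fell in 4 of 10 (5 when adjusted over the list alone, median -0.10, 0.31). The ribosomal list passed without Tg-18mo replicate 1 (0.049) and without Tg-18mo-ACEI replicate 1 (0.018).
Gabra6 was at 157.8 and 192.1 with captopril, 21.6 and 7.9 in untreated mice of 18 months and 1.7 and 3.3 at 12 months. Pcp2, Cbln3, Car8 and Cbln1, further genes known from the cerebellum, rose by 2.86, 2.26, 1.66 and 0.57, and Zic1 fell by 0.88. Cerebellar tissue in the captopril-treated dissections is a candidate explanation, but in the 10 cerebellar genes whose values had not been seen when they were listed, Car8 and Zic1 among them, the median log2 difference was -0.37, with 5 lower and 1 higher, and 0.14 against mice of 12 months, with 2 lower and 2 higher. Of 6 further listed genes that were not tested, 4 have a probe set, with signals under the limit of 100: untreated and captopril-treated means were 25.2 and 64.7 for Ppp1r17, 8.9 and 25.7 for Fat2, 45.7 and 50.9 for En2, and 20.7 and 4.1 for Barhl1. No cerebellar sample shows how much each of these genes would gain, and Zic2 alone among the 10 had an untreated mean under 100, so a small admixture could be hidden by hippocampal expression.
For the overlap of the probe sets higher with captopril and at 12 months, 208, the highest of 100 simulated draws of unchanged groups, 5, decides nothing, since the simulated lists held at most 16 and 18 probe sets, against 706 and 414. With 1 untreated chip for each comparison, so that none is shared, the overlaps were 194 and 171, and lists shuffled among probe sets of like signal and spread shared at most 51 and 47, so random spread of the shared chips is unlikely to give the overlap. These counts take the spread of the lone untreated chip from the other groups. The 2 differences correlated at 0.45 and 0.43 in these fits, against -0.05 to 0.05 and -0.08 to 0.06 in 100 simulated draws of unchanged groups. What both untreated chips have in common, such as their 18S 3′ signal, stays open.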
